# GDF15 is required for maintaining subcutaneous adipose tissue lipid metabolic signature

**DOI:** 10.1038/s41598-024-77448-w

**Published:** 2024-11-06

**Authors:** Carla Igual-Gil, Christopher A. Bishop, Markus Jähnert, Kornelia Johann, Verena Coleman, Vanessa Baum, Michael Kruse, Andreas F.H. Pfeiffer, Olga Pivovarova-Ramich, Mario Ost, Maximilian Kleinert, Susanne Klaus

**Keywords:** Fat metabolism, Homeostasis, Metabolic diseases

## Abstract

Recent research has identified growth differentiation factor 15 (GDF15) as a crucial factor in various physiological and pathological processes, particularly in energy balance regulation. While the role of GDF15 in modulating energy metabolism through hindbrain GDNF family receptor alpha-like (GFRAL) signaling has been extensively studied, emerging evidence suggests direct peripheral metabolic actions of GDF15. Using knockout mouse models, we investigated GDF15 and GFRAL’s roles in adipose tissue metabolism. Our findings indicate that C57BL/6/129/SvJ Gdf15-KO mice exhibit impaired expression of *de novo* lipogenesis enzymes in subcutaneous adipose tissue (sWAT). In contrast, C57BL/6J Gfral-KO mice showed no impairments compared to wild-type (WT) littermates. RNA-Seq analysis of sWAT in Gdf15-KO mice revealed a broad downregulation of genes involved in lipid metabolism. Importantly, our study uncovered sex-specific effects, with females being more affected by GDF15 loss than males. Additionally, we observed a fasting-induced upregulation of GDF15 gene expression in sWAT of both mice and humans, reinforcing this factor’s role in adipose tissue lipid metabolism. In conclusion, our research highlights an essential role for GDF15 in sWAT lipid metabolic homeostasis. These insights enhance our understanding of GDF15’s functions in adipose tissue physiology and underscore its potential as a therapeutic target for metabolic disorders.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-024-77448-w.

## Introduction

In the last years, the role of growth differentiation factor 15 (GDF15) in health and disease has been extensively studied. GDF15 was first identified in 1997 in activated macrophages and described as a divergent member of the transforming growth factor β (TGFβ) superfamily^1,2^. Since its discovery, different actions have been attributed to GDF15 such as having a cardioprotective role upon myocardial infarction^3^, or being involved in the cancer inflammatory response^4^. In recent years, however, interest on GDF15 has increased since the identification of its receptor GDNF family receptor alpha-like (GFRAL), expressed exclusively in the area postrema (AP) and nucleus of the solitary tract (NTS) in the hindbrain of rodents. The identification of GFRAL allowed the discovery of one of the most described functions of GDF15: the suppression of food intake via hindbrain signaling^5–8^. Since then, a large body of literature has proven that, when GDF15 is induced upon different kinds of physiological and pathological stressors, such as mitochondrial dysfunction^9^ as well as upon ingestion of some dietary components such as fatty acids^10,11^, it reduces food intake in rodents via GFRAL receptor signaling. Additionally, GDF15-GFRAL signaling has been shown to be involved in other pathophysiological processes such as nausea, gastric emptying^12,13^, or leading to anxiety-like behaviors^14^. Remarkably, in a recent study, GDF15-GFRAL signaling was shown to be able to promote weight loss by inducing energy expenditure in muscle^15^. Furthermore, it has been reported that GDF15-GFRAL signaling increases insulin action in the liver and adipose tissue via β-adrenergic signaling^16^. Along these lines, in a mouse model of cancer cachexia, GDF15 through GFRAL signaling proved to induce lipolysis of WAT through activation of sympathetic tone^17^. These strong effects of the GDF15-GFRAL axis in the control of energy balance have encouraged attempts to develop clinically relevant GDF15 receptor agonists for the potential treatment of metabolic diseases^18^. Nevertheless, despite the remarkable and well-reported role of GDF15 through GFRAL signaling, there is emerging evidence to suggest that GDF15 might also act directly on peripheral metabolic tissues, in a GFRAL-independent manner. These advances, however, have been in some cases hampered by the use of mammalian-derived recombinant GDF15 contaminated with TGF-β^19^ and as such, interpretation of data generated using these compounds should be done with care. The liver, being one of the tissues with highest GDF15 expression in mice, has been one of the most studied regarding local metabolic actions of this factor. In a study aiming to understand the progression of non-alcoholic hepatic steatohepatitis (NASH), it was found that β-Arrestin 1 (ARRB1) played a key protective role through facilitating maturation of GDF15^20^. Furthermore, it was recently shown that GDF15 activates AMP-activated protein kinase (AMPK), in turn inhibiting gluconeogenesis and fibrosis by modulating the activity of the TGF-β1/SMAD3 pathway^21^. A direct metabolic action of GDF15 in other peripheral tissues has been less studied. In skeletal muscle, GDF15 has been reported to also activate AMPK, thereby mediating the effects of peroxisome proliferator-activated receptor β/δ (PPARβ/δ), such as increasing fatty acid oxidation, in a GFRAL-independent manner^22^. In brown adipose tissue (BAT), GDF15 has been proposed to be involved in the thermogenic response, but whether it acts independently of GFRAL signaling still remains unclear^23,24^. While also limited, there is evidence that could reflect GFRAL-independent actions of GDF15 in white adipose tissue (WAT). On one hand, GDF15 overexpression in mice led to body weight as well as WAT loss without changes in food intake^23^. Furthermore, in cultured human adipocytes, skeletal muscle-derived GDF15 led to increases in basal lipolysis^25^.

Given the limited data regarding the role of GDF15 in the control of adipose tissue metabolism in vivo, we here aimed to characterize and further explore the lipid metabolic phenotype of *ad libitum* fed male and female Gdf15-knockout (Gdf15-KO) mice using wildtype (WT) littermates as controls, with a special focus on adipose tissue depots. Hereby, we find that GDF15 plays a crucial role in maintaining lipid metabolic signature specifically of subcutaneous (sWAT), but not of gonadal adipose tissue (gWAT). Interestingly, we found no differences in the sWAT lipid metabolic signature of Gfral-KO mice compared to their WT littermates, indicating that GFRAL signaling does not play a major role in the modulation of lipid metabolism under fed conditions. Furthermore, we reveal sex-specific effects, showing that loss of GDF15 has stronger effects on the sWAT transcriptional lipid metabolic profile of females compared to male mice. Finally, we show that GDF15 is induced in sWAT of both mice and humans during fasting, further reinforcing a role for GDF15 in the control of lipid metabolism in this tissue.

## Results

### GDF15 tissue expression and Gdf15-KO mice phenotypic characterization

First, we aimed to characterize basal levels of circulating GDF15 and *Gdf15* gene expression of the main tissues involved in lipid metabolism in wildtype (WT) male and female mice, respectively (Fig. 1a, b). Of note, WT male mice exhibited plasma GDF15 concentrations of around 100 pg/ml, while WT female mice showed lower GDF15 circulating levels of about 50 pg/ml (Fig. 1a). *Gdf15* gene expression in both male and female mice was highest in the liver, followed by gonadal adipose tissue (gWAT), subcutaneous adipose tissue (sWAT) and brown adipose tissue (iBAT), respectively. Regarding sex differences, liver *Gdf15* expression was higher in females than in males, whereas it was higher in gWAT of males compared to females (Fig. 1b).

**Fig. 1:**
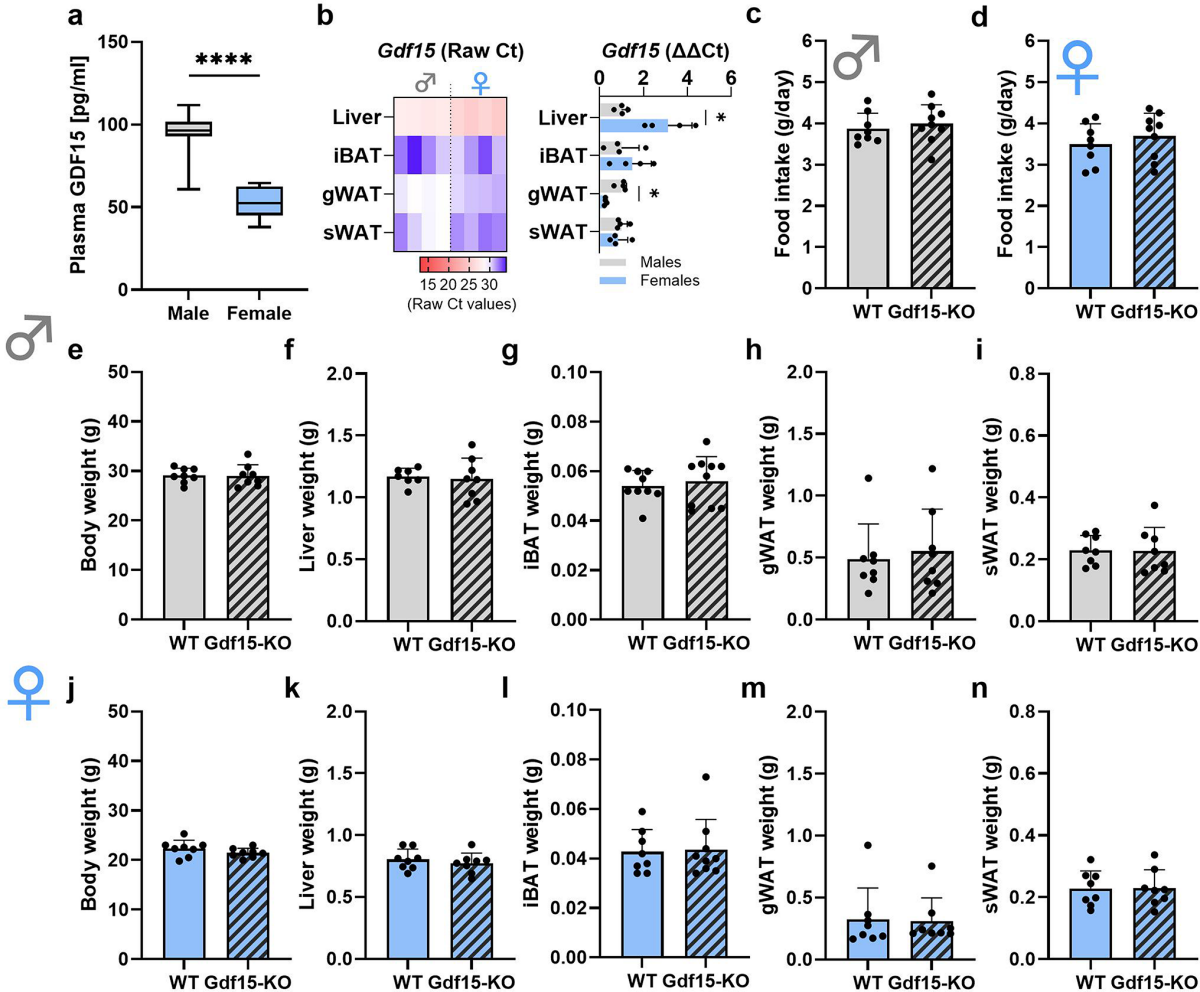
Loss of GDF15 does not affect body and metabolic tissue weights. (**a**) Circulating GDF15 levels and (**b**) *Gdf15* gene expression (expressed in raw Ct values (left) or relative to male ΔΔCt (right)) in liver, interscapular brown adipose tissue (iBAT), gonadal adipose tissue (gWAT) and subcutaneous adipose tissue (sWAT) in male and female WT mice. (**c**) 24-hour food intake in male and (**d**) female WT and Gdf15-KO mice. (**e**,** j**) Body weight, (**f**,** k**) liver weight, (**g**,** l**) iBAT weight, (**h**,** m**) gWAT weight and (**i**,** n**) sWAT weight in WT and Gdf15-KO, male and female mice, respectively. Data are presented as mean ± SD with single data points. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Statistical analyses were performed using an unpaired t-test. WT: wildtype; Gdf15-KO: Gdf15 knockout; Age: 20 weeks.

In order to investigate the effects of the loss of GDF15 in the main adipose tissue depots of mice in a sex-specific manner, we made use of whole-body Gdf15-KO mice and performed a careful metabolic and molecular phenotyping. Importantly, mice were sacrificed in the fed state in order to avoid fasting-induced GDF15 effects^26^. Both male and female Gdf15-KO mice exhibited no changes in food intake compared to their WT littermates (Fig. 1c, d). Furthermore, we observed no changes in body (Fig. 1e, j) or tissue weights (liver, sWAT, gWAT, and iBAT) (Fig. 1f-i, k-n) of Gdf15-KO mice compared to WT, independent of sex.

### Effect of the loss of GDF15 in adipose tissue depots

Morphological examination of the liver with histological analyses revealed no visible differences between WT and Gdf15-KO mice (Fig. S1a, i). This was in line with the analysis of liver triglycerides (TG) and glycogen (Fig. S1b, c, j, k), which was unaffected in both male and female Gdf15-KO mice compared to WT mice. qPCR analysis of players in the main molecular pathways involved in the liver’s metabolic actions further revealed no major effects of the loss of GDF15 (Fig. S1d-h, l-p), indicating that GDF15 does not play a major role in liver metabolic regulation and lipid metabolic pathways under fed conditions.

We next sought to address the lipid metabolic signature of adipose tissue depots in Gdf15-KO mice. gWAT H&E staining (Fig. 2a, j) and adipocyte area quantification (Fig. 2b, k) revealed no morphological differences in adipocyte size distribution between Gdf15-KO and WT mice, independent of sex. This was further supported by the fact that loss of GDF15 did not affect TG content of gWAT in either male or female mice (Fig. 2c, l). Nonetheless, we performed further molecular analyses of re-esterification as well as *de novo* lipogenesis pathways in order to get a closer look into lipid metabolic processes that might be affected by the loss of GDF15. Gene expression of the re-esterification enzyme glycerol-3-phosphate acyltransferase 3 (*Gpat3*) was significantly reduced in male Gdf15-KO mice compared to WT, while diacylglycerol O-acyltransferase 2 *(Dgat2)* expression was not affected by the loss of GDF15 (Fig. 2d). In female Gdf15-KO mice, gene expression of these enzymes was unchanged compared to their WT littermates (Fig. 2m). In order to further validate these findings, we performed western blot analyses of GPAT3, which revealed no differences in the expression of this enzyme at the protein level in either male or female mice (Fig. 2e, f, n, o). Furthermore, gene expression analyses of *de novo* lipogenesis enzymes ATP citrate lyase *(Acly)*, acetyl-CoA-carboxylase *(Acc)* and fatty acid synthase *(Fasn)* revealed no changes between WT and Gdf15-KO male or female mice (Fig. 2g, p), which was further confirmed on the protein level for FASN (Fig. 2h, i, q, r). Altogether, these data indicate that loss of GDF15 does not affect the regulation of lipid metabolism of gWAT in either male or female mice.

**Fig. 2:**
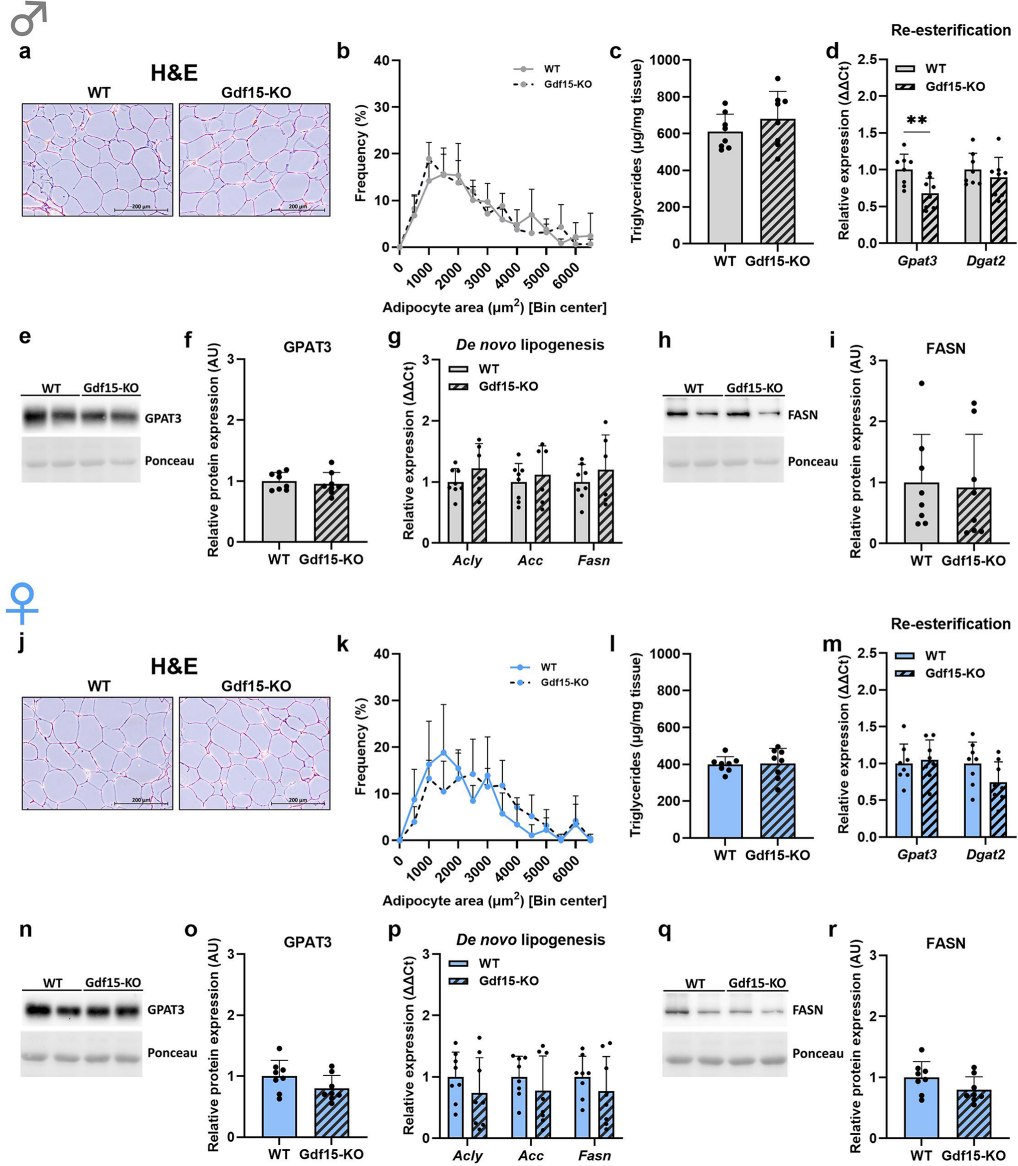
Loss of GDF15 does not affect the lipid metabolic profile of gonadal adipose tissue. (**a**,** j**) Representative H&E staining of gonadal adipose tissue (gWAT) and (**b**,** k**) adipocyte area frequency. (**c**,** l**) gWAT triglyceride content. (**d**,** m**) gWAT relative gene expression of re-esterification enzymes *Gpat3* and *Dgat2* and (**e**,** n**) western blot analysis of GPAT3 protein expression (representative cropped blot) and (**f**,** o**) quantification. (**g**,** p**) gWAT relative gene expression of *de novo* lipogenesis enzymes *Acly*, *Acc* and *Fasn* and (**h**,** q**) western blot analysis of FASN protein expression (representative cropped blot) and (**i**,** r**) quantification. Data are presented as mean ± SD with single data points (c-i, l-r). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Statistical analyses were performed using an unpaired t-test. WT: wildtype; Gdf15-KO: Gdf15 knockout. Age: 20 weeks.

Next, we aimed to elucidate whether GDF15 plays a role in the regulation of lipid metabolism of sWAT (Fig. 3). Interestingly, while morphological observation and adipocyte area quantification revealed no differences between Gdf15-KO and WT male mice (Fig. 3a, b), female Gdf15-KO mice appeared to have a different distribution of adipocyte area compared to WT mice, namely a higher frequency of smaller adipocytes in sWAT (Fig. 3j, k). We further analyzed TG content of sWAT, which was unchanged in either male or female Gdf15-KO mice compared to their WT littermates (Fig. 3c, l). Gene expression of re-esterification enzymes *Gpat3* and *Dgat2* was not affected by the loss of GDF15 in either male or female mice (Fig. 2d, m), which was in line with the protein levels of GPAT3 (Fig. 3e, f, n, o). Strikingly, in both male and female mice, expression of the key *de novo* lipogenesis genes, *Acly*, *Acc* and *Fasn*, was significantly reduced in Gdf15-KO mice compared to WT (Fig. 3g, p). These results were further confirmed by the analysis of FASN protein expression, which was also significantly decreased in Gdf15-KO mice compared to WT (Fig. 3h, i, q, r). From these results we conclude that in sWAT, loss of GDF15 affects the expression of *de novo* lipogenesis enzymes and, in female mice, it further induces a reduction in adipocyte size.

**Fig. 3:**
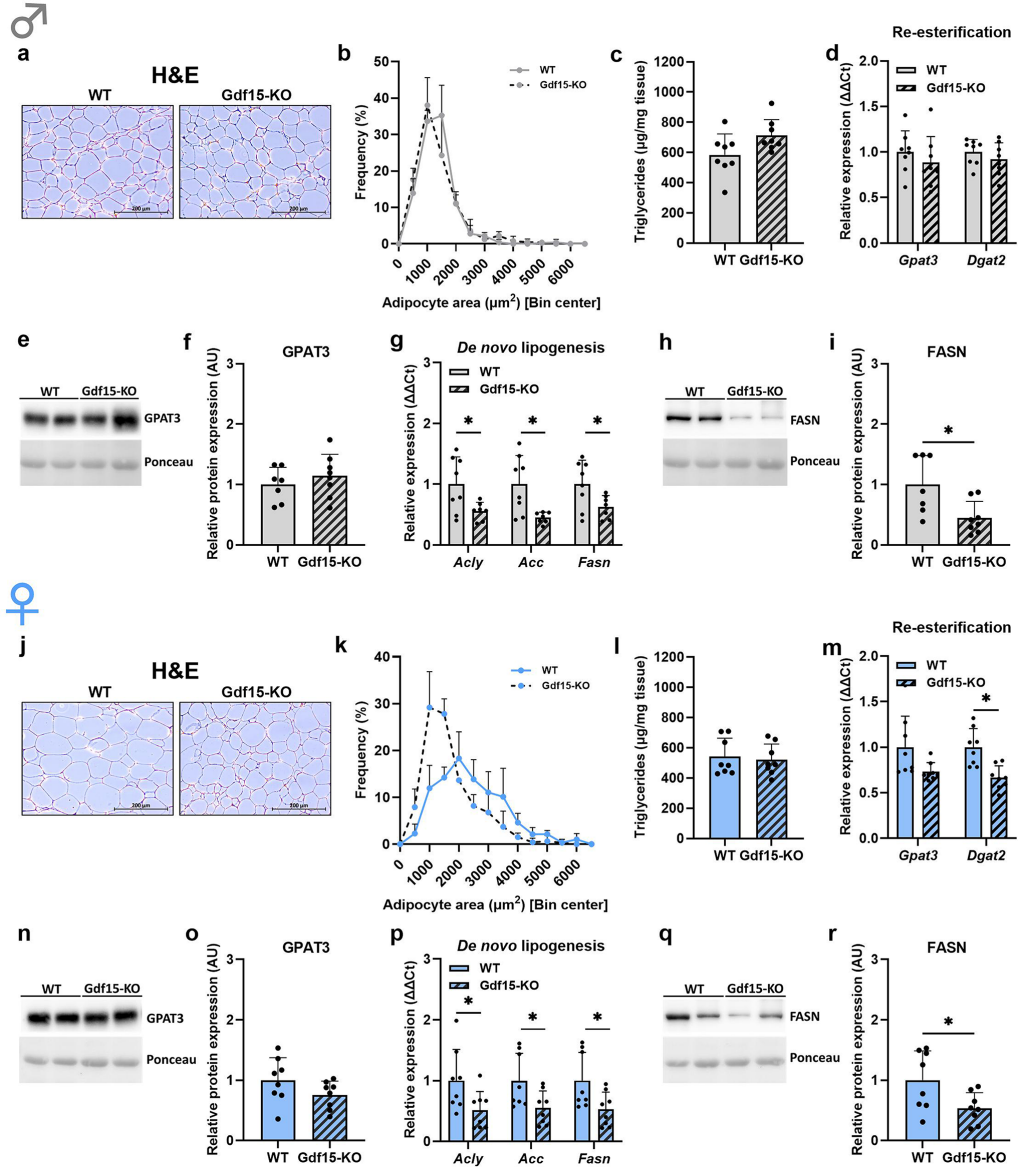
GDF15 modulates lipid metabolism of subcutaneous adipose tissue. (**a**,** j**) Representative H&E staining of subcutaneous adipose tissue (sWAT) and (**b**,** k**) adipocyte area frequency. (**c**,** l**) sWAT triglyceride content. (**d**,** m**) sWAT relative gene expression of re-esterification enzymes *Gpat3* and *Dgat2* and (**e**,** n**) western blot analysis of GPAT3 protein expression (representative cropped blot) and (**f**,** o**) quantification. (**g**,** p**) sWAT relative gene expression of *de novo* lipogenesis enzymes *Acly*, *Acc* and *Fasn* and (**h**,** q**) western blot analysis of FASN protein expression (representative cropped blot) and (**i**,** r**) quantification. Data are presented as mean ± SD with single data points (c-i, l-r). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Statistical analyses were performed using an unpaired t-test. WT: wildtype; Gdf15-KO: Gdf15 knockout. Age: 20 weeks.

In order to further explore these findings, we performed RNA-Seq analyses of sWAT tissue in Gdf15-KO male and female mice, with corresponding control WT littermates (Fig. 4). 

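Subcutaneous white adipose tissue (sWAT) was taken from 24 mice aged 20 weeks, 6 in each of 4 groups: female WT, female Gdf15-KO, male WT and male Gdf15-KO mice. The Gdf15-KO mice lack GDF15, a secreted hormone induced by cell stress, in the whole body and are on a C57BL/6/129/SvJ background. Gdf15 (gene ID 23886) lies on chromosome 8 of GRCm39 from 71082038 to 71091537. Its level in female sWAT was 0.518 ± 0.145 CPM (count normalized by TMM to library size, SD, n = 6) in WT and 0.0208 ± 0.0228 CPM (SD, n = 6) in Gdf15-KO mice, from 73 and 3 counts in all. In male sWAT it was 0.997 ± 0.325 CPM (SD, n = 6) in WT and 0.0279 ± 0.0337 CPM (SD, n = 6) in Gdf15-KO mice, from 135 and 4 counts in all. Scaled to the depth of the groups, the summed WT counts were 24.3 times the Gdf15-KO counts in females (exact binomial 95% interval 7.99 to 120) and 33.9 times in males (12.9 to 126). These intervals cover counting error only. The RNA was sequenced by nanoball sequencing as paired reads. BGI aligned the reads to GRCm39 with Bowtie2 2.2.5, and RSEM 1.2.8 gave an expected count for each gene. The authors tested these counts with DESeq2, and the paper's text names no threshold for a differentially expressed gene. Depth was taken here as the sum of expected counts, which ran from 22521358 to 24500575 per mouse, with group medians of 23354555.5 to 23610205. The expected counts were rounded to whole numbers, and 14982 genes passed edgeR's filterByExpr by group (minimum count 10, minimum total 15). After TMM normalization, one quasi-likelihood model with a mean for each group was fitted in edgeR 4.0.16, and a gene was called at an adjusted p under 0.05 with no minimum fold. Fig. 4d and Fig. S2 show 5 samples in each female group and 6 in each male group without naming them, so all 24 samples were kept. The choice of edgeR over DESeq2 and of one model over a separate model for each sex could change the number of genes called.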

In line with our previous findings, analysis of the total differentially expressed genes (DEGs) between Gdf15-KO and WT mice revealed that females are more affected by the loss of GDF15 than males, with 233 and 59 DEGs respectively, and an overlap of 27 DEGs between the two sexes (Fig. 4a). This was further confirmed by principal component analysis (PCA) (Fig. S2), which indicated a separation between sexes independent of genotype (Fig. S2a) and a greater separation of genotypes among females (Fig. S2b) than among males (Fig. S2c). 

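Between Gdf15-KO and WT mice 29 genes differed in female sWAT, 3 higher and 26 lower in Gdf15-KO, and 30 in male sWAT, 4 higher and 26 lower (adjusted p under 0.05, edgeR's quasi-likelihood test). In both sexes 26 genes changed in the same direction, 23 lower and 3 higher, where 0.0581 would be shared by chance (exact hypergeometric test, p = 1.12e-74). All 26 lie within 20 Mb of Gdf15 on chromosome 8. B3gnt3 (72142179 to 72156241), which encodes an N-acetylglucosaminyltransferase, fell from 23.9 ± 2.03 to 5.03 ± 0.887 CPM in females (SD, n = 6 each). This is a log2 fold change of -2.25 (standard error 0.12, adjusted p = 1.57e-11 from edgeR). In males it fell from 24.9 ± 3.48 to 4.27 ± 0.583 CPM (SD, n = 6 each), a log2 fold change of -2.54 (standard error 0.12, adjusted p = 1.53e-12 from edgeR). Zfp868, a zinc finger gene, rose from 12.9 ± 1.00 to 29.2 ± 2.74 CPM in females (SD, n = 6 each), a log2 fold change of 1.18, and by 1.25 in males (adjusted p = 1.78e-09 and 8.65e-10 from edgeR). Its neighbour Zfp869, a zinc finger gene that may share reads with it, changed by -0.49 and -0.62. Tmem221 fell by log2 fold changes of -1.86 and -1.69, Fam32a by -0.90 and -0.75 and Smim7 by -0.71 and -0.52 in females and males. The other 2 genes that rose in both sexes, Armc6 (0.68 and 0.79) and Ocel1 (0.47 and 0.54), lie in the same region. Gdf15 itself fell by log2 fold changes of -4.36 and -4.89. Besides the genes placed in this region 1 gene was called in each sex. Cidea, a lipid droplet protein of brown and beige adipocytes on chromosome 18, fell in females from 43.0 ± 12.4 to 19.0 ± 5.61 CPM (SD, n = 6 each), with a log2 fold change of -1.18 (standard error 0.23, adjusted p = 0.0194 from edgeR). In males Cidea had a log2 fold change of -0.82 (adjusted p = 0.302 from edgeR). LOC118568312, a gene without a position in the annotation, rose in males by a log2 fold change of 0.85 (adjusted p = 0.00934 from edgeR). Whether it lies in this region is therefore not known.
The window within 20 Mb of Gdf15 held 254 of the tested genes (1.7%), but 28 of the 29 genes called in females and 29 of the 30 called in males (two-sided Fisher's exact test, p = 1.64e-49 and 2.57e-51). Gdf15 itself is counted among them, and the test takes neighbouring genes as independent, which they need not be. The called genes of the window fill a stretch of 4.08 Mb, from 69246581 to 73324932, which holds 109 of the 254 tested genes. Across the 109 genes of the stretch, which are not independent replicates, the female and male log2 fold changes had a Pearson's r of 0.945, against 0.256 across the 14728 genes outside the window. The stretch is bounded by called genes and holds them, which by itself favors a high r there. For the number of changed genes, sex labels were permuted within genotype in a limma-trend model of 100 regroupings. This model called 21 genes in females and 31 in males, a difference of -10 (permutation p = 0.57). At an unadjusted p under 0.05 it gave 1743 and 713 genes, a difference of 1030 (permutation p = 0.44). Other regroupings gave differences of up to 1358 genes at the adjusted threshold and 3651 at the unadjusted one, in either direction. The permutation could therefore miss even a large difference between the sexes. A separate DESeq2 model for each sex called 197 genes in females, 40 of them in the window, and 59 in males, 39 of them in the window. It called 28 genes in both sexes, 26 in the window and 2 not placed in it. Cidea was 1 of these 2 (adjusted p = 0.000134 in females and 0.0174 in males from DESeq2). The female call of Cidea did not pass when any of 5 single mice was left out (female WT replicates 2 and 3, female Gdf15-KO replicates 13, 17 and 18), with an adjusted p of up to 0.0825 from edgeR. It also did not pass in an edgeR fit of females alone or with a T cell marker score as a covariate, which was added after the data were seen, and LOC118568312 did not pass in an edgeR fit of males alone or with a mammary marker score as a covariate. Fits of each sex alone called 18 genes in females and 30 in males, of which 13 were shared, and 17 were shared without male WT replicate 5, male Gdf15-KO replicate 13 or male Gdf15-KO replicate 16. Zfp869 and Ocel1 did not pass in the edgeR fit of females alone, nor Ocel1 in males with the mammary score.

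**Figure D1:**
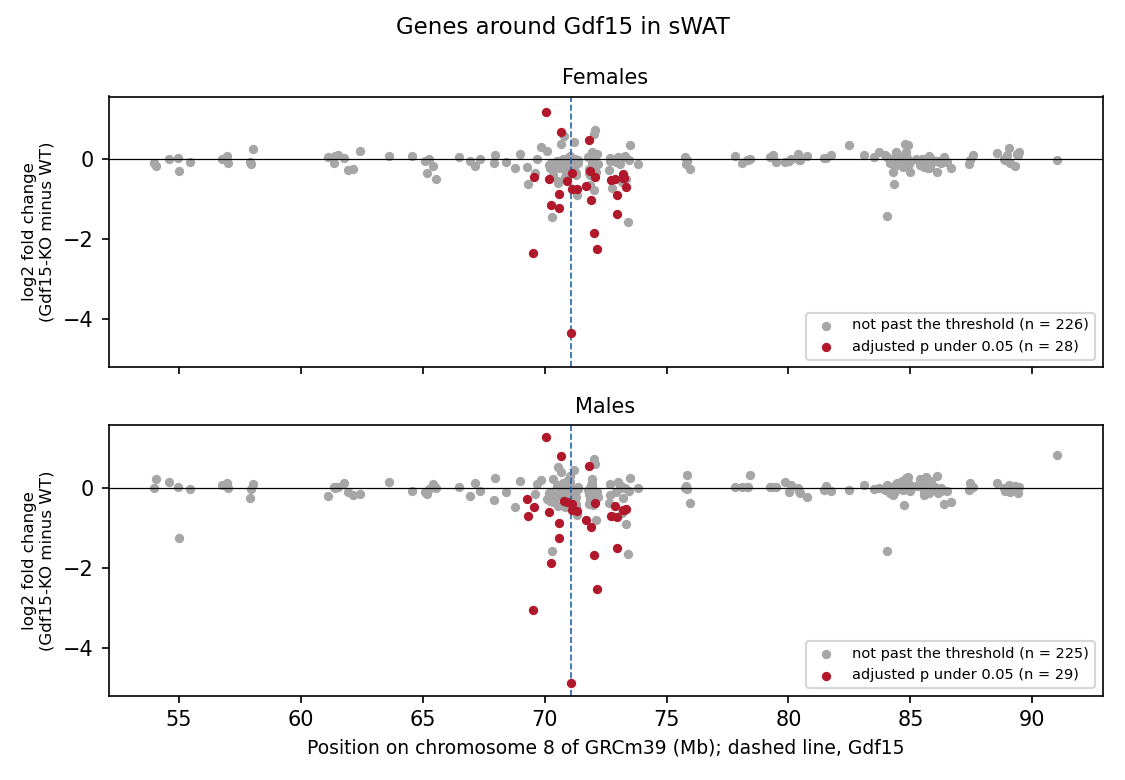
Log2 fold changes (Gdf15-KO against WT) of the genes tested within 20 Mb of Gdf15 by position on chromosome 8 (GRCm39, Mb), in females and in males. Each point is a gene, called genes (28 in females, 29 in males, adjusted p under 0.05 from edgeR) are red, and they lie within the 4.08 Mb around Gdf15.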

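Female and male sWAT differed in 6625 genes, 3501 higher and 3124 lower in females (adjusted p under 0.05 from edgeR). All 12 tested markers of mammary gland and epithelium were higher in females, with a median log2 difference of 8.17, among them the keratin Krt19 (7.56) and the tight junction gene Cldn4 (8.00). The prolactin receptor gene Prlr was higher in females by 5.85. Sult1e1, which encodes the estrogen sulfotransferase, was lower in females by a log2 difference of -10.09, as were the Y-linked genes Kdm5d (-9.43) and Ddx3y (-9.38). Of the de novo lipogenesis genes 4 were higher and 0 lower in females, and of the cholesterol synthesis genes 4 were higher and 2 lower. Of the fatty acid oxidation genes 22 of 26 were lower in females, and of the lipolysis and lipid droplet genes 15 of 16. For oxidation and lipolysis the same counts passed when adjusted over the list alone. Markers of cell types were lower in females too, with 9 of 12 adipocyte identity genes (median log2 difference -0.40, against -0.38 for oxidation and -0.49 for lipolysis), 8 of 15 macrophage markers and 5 of 5 erythrocyte markers, so the lower lipid genes are not told apart from a difference in cell composition. The mammary list passed camera with a preset correlation of 0.01 (adjusted p = 9.59e-45) and with an estimated correlation (adjusted p = 5.04e-05). For oxidation and lipolysis camera gave an adjusted p of 4.64e-05 each, but an adjusted p = 0.819 and 0.582 with an estimated correlation. For the adipocyte, macrophage and erythrocyte markers it gave adjusted p = 0.0382, 0.0403 and 0.0485, and adjusted p = 0.819 each with an estimated correlation. In a PCA of log2 CPM of all samples, the first component held 56.7% of the variance. Females scored from 38.1 to 74.7 and males from -58.1 to -43 on it, and the mucosal gene Dmbt1, the keratins Krt5, Krt8 and Krt18 and Ddx3y led it. In females alone the first component held 33.6% of the variance and was led by the skeletal muscle genes Pvalb, Myh4 and Ckm. WT mice scored 4.28 ± 29.3 and Gdf15-KO mice -4.28 ± 25.5 (SD, n = 6 each, two-sided exact permutation p = 0.63). In males it held 51.4%, was led by Myh4, Ckm and Tnni2, and did not separate the genotypes either (exact permutation p = 0.621). Of the 3 leading components in each sex, the third in females (9.63%) was the 1 with a difference between genotypes, at an unadjusted exact permutation p = 0.0368. Without the log, which gives weight to abundant genes, the first component was led by the lipogenic genes Scd1 and Fasn in both sexes. It then held 86.2% in females and 57.5% in males and differed between genotypes (exact permutation p = 0.0368 and 0.0498). Over all tested genes, genotype held 7.94% of the variance of log2 CPM in females and 6.62% in males (exact permutation p = 0.511 and 0.565 over all splits of the mice), where a random split of the mice holds 9.09% on average. The female share rose to 12.9% without female WT replicate 6 and the male share to 11.3% without male WT replicate 4, and without the log the shares were 35.0% (exact permutation p = 0.0368) and 22.3% (p = 0.0584). The difference between the sexes, 1.31 percentage points (permutation p = 0.815, 10000 resamples), depended on single samples and on the scale. It was 6.30 without female WT replicate 6, -3.38 without male WT replicate 4 and 12.7 without the log (permutation p = 0.593).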

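In Gdf15-KO females, genes of de novo lipogenesis, cholesterol synthesis, fatty acid oxidation and mitochondrial respiration lay lower than in WT females, though of all 6 lipid lists together only Cidea passed over all genes. All 20 lipogenesis genes had a negative log2 fold change, with a median of -0.58, and 17 fell when adjusted over the list alone. Among them were Slc25a1, the mitochondrial citrate carrier (-0.97, adjusted p = 0.0227 over the list from edgeR), and the fatty acid elongase Elovl5 (-0.22, adjusted p = 0.0213). Of 24 cholesterol synthesis genes (median -0.35), 15 fell when adjusted over the list alone, among them Mvd (-0.87), Fdps (-0.71) and Nsdhl (-0.62). Of 26 fatty acid oxidation genes (median -0.28), 9 fell when adjusted over the list alone, among them Hadha, a subunit of the mitochondrial trifunctional protein (-0.41), and Cpt2 (-0.33). Smaller parts of the lists of triglyceride synthesis (1 of 14, Agpat2), lipolysis and lipid droplets (2 of 16, Cidea and Plin2 at -0.63) and lipid uptake (2 of 15, Lpl and Slc27a1) fell when adjusted over the list alone. Oxidative phosphorylation had 21 of 30 genes lower when adjusted over the list alone (median -0.30), among them Cox5a (-0.45) and Ndufb5 (-0.33), and the TCA cycle 10 of 16, among them Dlat (-0.54). In males all 20 lipogenesis genes also had a negative fold change (median -0.39), but none passed when adjusted over the list alone, nor did any gene of fatty acid oxidation, triglyceride or cholesterol synthesis in edgeR. At an unadjusted p under 0.05 these 4 male lists held 4, 6, 0 and 3 lower genes. In males 3 of the 15 lipid uptake genes fell when adjusted over the list alone (Lpl, Slc27a2 and Angptl8). In the lipolysis list Cidea fell and Adrb3, the beta-3 adrenergic receptor gene, rose (0.53, adjusted p = 0.0227 over the list from edgeR).
The lists were fixed before the data were examined, and the gene ontology terms behind Fig. 4b and 4c were not used here. The 6 lipid lists hold 112 tested genes, 18 of them also in the study's Table 1 and so chosen on these samples, among them the male decreases Lpl, Slc27a2, Angptl8 and Cidea. Of the 112, 102 had a negative fold change in females and 89 in males. At an unadjusted p under 0.05, 61 were lower in females (odds ratio 15.9, Fisher's exact p = 1.06e-39) and 19 in males (odds ratio 6.64, Fisher's exact p = 1.4e-09). These tests take genes as independent, which they are not. Of the 61, 58 lie outside the window around Gdf15. Without the 18 genes of the study, left out after the data were seen, 46 of 94 were lower in females (odds ratio 12.9, Fisher's exact p = 5.57e-28) and 14 in males (odds ratio 5.72, Fisher's exact p = 9.05e-07). Of lipogenesis 13 of 16, of cholesterol synthesis 14 of 23, of fatty acid oxidation 7 of 19 and of lipid uptake and triglyceride synthesis 0 genes then fell in females when adjusted over the list alone, and none of any of the 6 lists in males. The 16 lipogenesis genes still include Acly, Fasn and Acaca, taken here as the paper's Acc, all of which the paper reports as lower by qPCR in sWAT. Camera with its preset correlation called 13 of 27 lists in females and 10 in males. For female lipogenesis, cholesterol synthesis, fatty acid oxidation and oxidative phosphorylation it gave adjusted p = 5.64e-17, 4.03e-12, 1.38e-11 and 1.98e-20. With an estimated correlation no list was called in either sex (adjusted p = 0.106, 0.177, 0.196 and 0.177 for these 4 lists), and fry called 3 lists in females, among them lipogenesis (adjusted p = 0.0272), and 0 in males. For male lipogenesis camera gave adjusted p = 5.39e-08, and adjusted p = 0.396 with an estimated correlation. Among genes called over all genes, the 6 lists together held 1 of 29 in females and 1 of 30 in males (Fisher's exact p = 0.196 and 0.202), and with a separate DESeq2 model for each sex they were enriched in females (odds ratio 7.78, p = 6.66e-07) and in males (12.0, p = 0.000491).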

Pathway analysis revealed, for both male and female mice, that pathways related to lipid metabolism were the most affected by the loss of GDF15 (Fig. 4b, c). 

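All 35 lipid metabolism genes of supplementary Table 1 had a negative log2 fold change in Gdf15-KO females and in Gdf15-KO males, with medians of -0.36 and -0.20. The study chose this list on these samples, mostly by significance in females (Fig. 4d, read by eye). Neither its direction nor its larger counts and folds in females are independent evidence. Over all genes tested edgeR called 1 of the 35 in females, Cidea, and 1 in males, Lpl. When adjusted over the list alone, 26 fell in females and 6 in males. In females these included Acacb, the acetyl-CoA carboxylase of mitochondria (log2 fold change -0.85), Insig1, a regulator of sterol and fatty acid synthesis (-0.86), the acyltransferase Agpat2 (-0.79) and Acadl, a dehydrogenase of fatty acid oxidation (-0.32). Their adjusted p over the list from edgeR was 0.00594, 0.00594, 0.00733 and 0.0212. In males the 6 were Lpl, Cidea, the thioesterase Acot11 (-0.73), Aspg (-1.43), the fatty acid transporter Slc27a2 (-1.52) and Angptl8 (-1.91), an inhibitor of lipoprotein lipase. Lpl, the lipoprotein lipase that releases fatty acids from circulating triglycerides, was measured at 5180 ± 1041 CPM in WT and 3354 ± 333 CPM in Gdf15-KO females (SD, n = 6 each), a log2 fold change of -0.63 (adjusted p = 0.0858 from edgeR). In males it fell from 6835 ± 474 to 4210 ± 912 CPM (SD, n = 6 each), a log2 fold change of -0.70 (adjusted p = 0.0288 from edgeR). Lpl lies in the stretch around Gdf15 described above, and so within the window that also holds Slc27a1 and Cyp4f18 of the 35. The male call of Lpl did not pass when any of 9 single males was left out (WT replicates 1, 2, 3, 5 and 6, Gdf15-KO replicates 14, 16, 17 and 18), with an adjusted p of up to 0.126 from edgeR. It did not pass in an edgeR fit of males alone either. A separate DESeq2 model for each sex called 14 of the 35 in females and 5 in males, and edgeR at an unadjusted p under 0.05 gave 29 and 8.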

Finally, examination of the specific DEGs allocated to lipid metabolism pathways in males, females, and both sexes (Fig. 4d) revealed an overall downregulation of genes involved in fatty acid synthesis, oxidation and mobilization. 

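The study chose most of the 35 lipid metabolism genes for their significance in females on these samples (Fig. 4d, read by eye). This choice alone favors a larger decrease in females. Of the 35, 30 had a more negative log2 fold change in females than in males. For 34 of the 35 the difference between the sexes had an unadjusted p of 0.05 or more in edgeR's interaction test. The exception was Gm2a, which encodes the GM2 ganglioside activator of lysosomes, with log2 fold changes of -0.27 in females and -0.04 in males and an unadjusted p under 0.05. This count of 1 gene is not stable, as it ran from 0 to 3 on leaving out single samples, changed in 10 of 24 such fits and was 0 with a mammary marker score as a covariate. When adjusted over the list alone no gene passed edgeR's interaction test, and the smallest adjusted p, that of Gm2a, was 0.509. For Lpl the adjusted p over the list from the same edgeR test was 0.814. Over all genes tested no gene passed the interaction test in edgeR, in limma-voom or in a DESeq2 model of all groups, and 522 had an unadjusted p under 0.05 in edgeR. As sets, the 35 genes and de novo lipogenesis were lower in females than in males in their response to the knockout by camera (adjusted p = 0.000247 and 0.000981, but adjusted p = 0.796 each with an estimated correlation). For the 35 genes the study's choice favors this result in advance, so it is not independent evidence. For oxidative phosphorylation camera's interaction test gave adjusted p = 2.04e-05, and adjusted p = 0.796 with an estimated correlation. A two-way ANOVA of normalized counts of the 35 genes gave an unadjusted interaction p under 0.05 for 2 genes, a sex p under 0.05 for 20 and a genotype p under 0.05 for 29. A linear model on log2 CPM gave 1, 20 and 32.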

Of note, sex/genotype interaction analysis by Two-way ANOVA of the expression of these genes revealed no interaction of these two variables (supplementary Table 1). Altogether, these results further strengthen the conclusion that GDF15 plays a crucial role in the regulation of lipid metabolism in sWAT.

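Averaged over each mouse, de novo lipogenesis genes were lower in Gdf15-KO females, at a mean log2 CPM of 9.12 ± 0.45 against 9.80 ± 0.39 in WT females (SD, n = 6 each). The difference was -0.68 (exact 95% interval -1.25 to -0.13, exact permutation p = 0.0281), and 6 of 6 Gdf15-KO females lay below the WT mean. In males it was -0.39 (exact permutation p = 0.0216), again with 6 of 6 Gdf15-KO mice below the WT mean. Without the 4 lipogenesis genes of the study's Table 1 the differences were -0.68 and -0.39 (exact permutation p = 0.0325 and 0.026). The shorter list still holds Acly, Fasn and Acaca, taken here as the paper's Acc, all of which the paper reports as lower by qPCR in sWAT of both sexes. Fatty acid oxidation genes differed by -0.25 in females (exact permutation p = 0.013) and -0.18 in males (exact permutation p = 0.203), and cholesterol synthesis genes by -0.38 and -0.20 (exact permutation p = 0.0368 and 0.0584). The mean of the study's 35 lipid genes, which is not independent evidence, differed by -0.47 in females and -0.37 in males (exact permutation p = 0.00649 and 0.0108). Markers of adipocyte identity, among them Adipoq and Pparg, differed by -0.12 in females (exact 95% interval -0.36 to 0.18, exact permutation p = 0.387) and by -0.004 in males (exact permutation p = 0.978). Markers of macrophages differed by 0.02 and 0.07, of endothelium by 0.01 and 0.06 and of fibroblasts and preadipocytes by -0.004 and 0.09 in females and males (exact permutation p of 0.335 or more for each). The B cell and T cell markers of lymph node differed by 0.12 and 0.34 in females (exact permutation p = 0.68 and 0.201). Erythrocyte markers were lower in females by a difference as large as that of lipogenesis, -0.68 (exact permutation p = 0.0195, 6 of 6 Gdf15-KO mice below the WT mean), and differed by 0.02 in males (exact permutation p = 0.913). Brown and beige adipocyte genes differed by -0.74 in females and -0.67 in males (exact permutation p = 0.0303 and 0.106). Mammary and epithelial markers differed by -0.18 in females and -0.97 in males (exact permutation p = 0.437 and 0.0909). These tests per mouse were added after the data were seen. After adjustment over the 27 lists none passed in either sex, and the smallest adjusted p among the lipid lists was 0.0584 in females (lipid uptake, exact permutation) and 0.292 in males (lipogenesis, exact permutation). For no list did the female and male differences differ from each other at an adjusted p under 0.05 (smallest adjusted permutation p = 0.452). The paper states that these results strengthen its conclusion that GDF15 is crucial for regulating the lipid metabolism of sWAT.

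**Figure D2:**
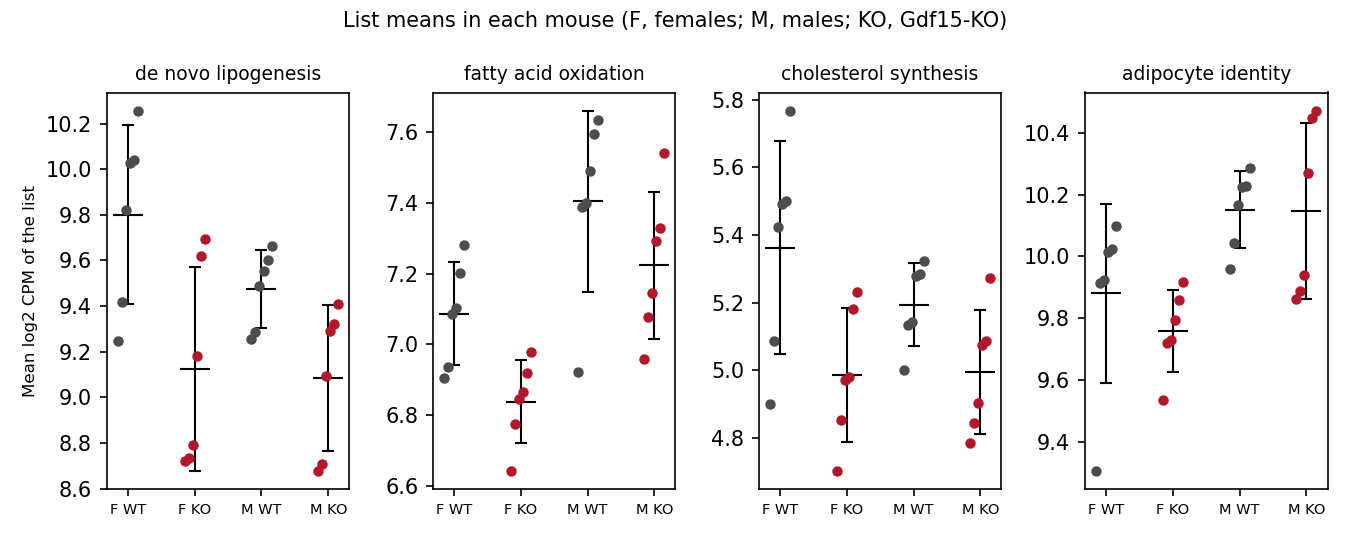
Mean log2 CPM of the genes of 4 lists (de novo lipogenesis, fatty acid oxidation, cholesterol synthesis and adipocyte identity) in the sWAT of each mouse. Points are mice, lines are the mean and SD of 6 mice per group, and all 6 Gdf15-KO mice of each sex lie below the WT mean for lipogenesis.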

**Fig. 4:**
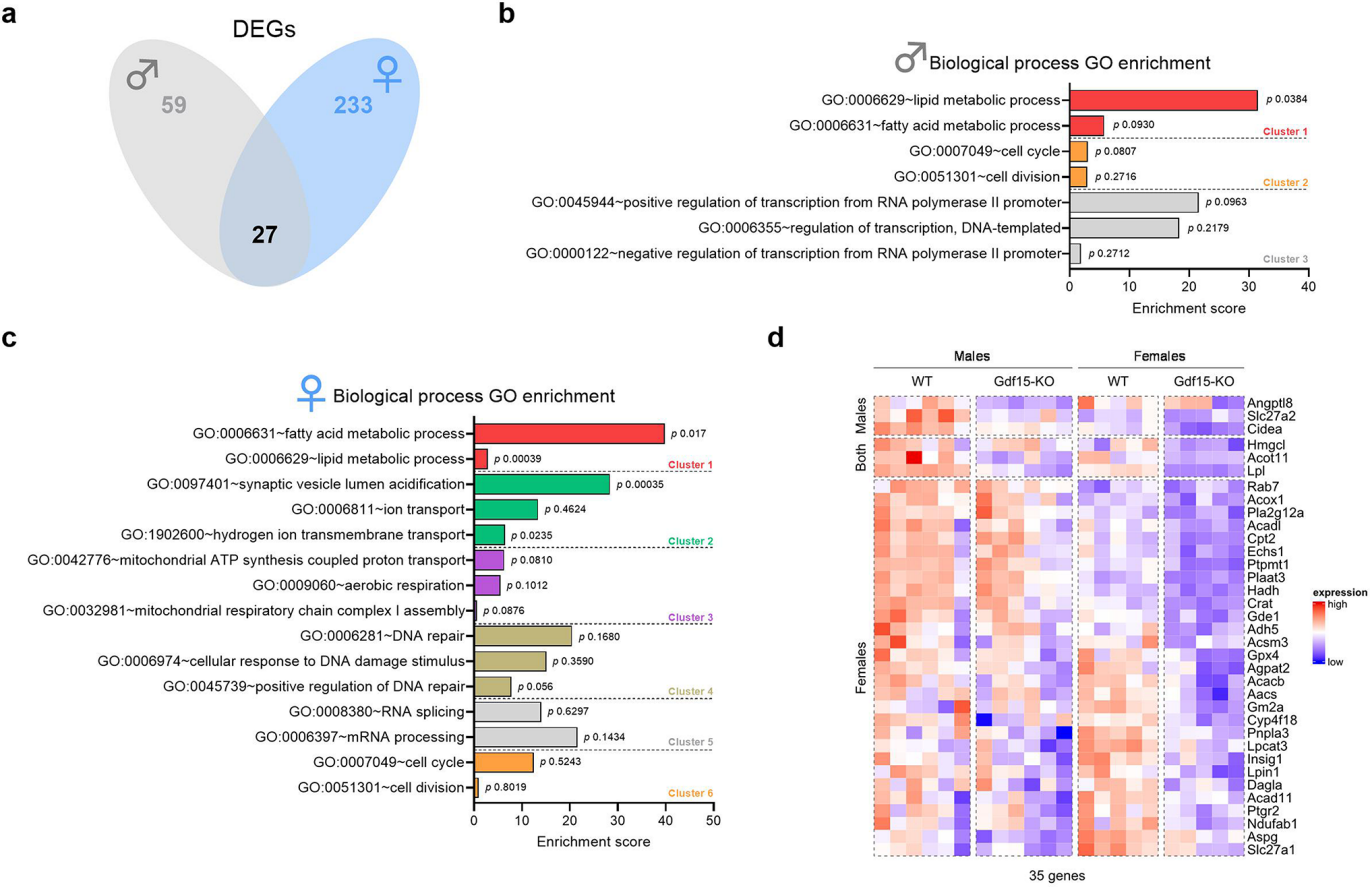
Loss of GDF15 leads to a downregulation of genes allocated to fatty acid and lipid metabolic pathways which is more pronounced in females. (**a**) Overlap between males and females of the total differentially expressed genes (DEGs) between Gdf15-KO and WT mouse subcutaneous adipose tissue (sWAT). (**b**,** c**) Pathway enrichment analysis of DEGs in male and female mice, respectively. (**d**) Heatmap of lipid metabolism-related DEGs that were significant only in males (top), both sexes (middle) and only in females (bottom). WT: wildtype; Gdf15-KO: Gdf15 knockout. Age: 20 weeks.

### Effect of the loss of GFRAL in subcutaneous adipose tissue

In order to determine the involvement of the GFRAL receptor in sWAT lipid metabolism, we performed a metabolic characterization of male and female Gfral-KO mice using WT littermates as controls (Fig. 5). Both body weight (Fig. 5a, j) and sWAT tissue weight (Fig. 5b, k) were unaffected by loss of GFRAL, consistent with previous reports^6^. Importantly, loss of GFRAL did not affect adipocyte morphology and size in either male or female mice (Fig. 5c, d, l, m), which was consistent with no changes in gene expression of both re-esterification enzymes *Gpat3* and *Dgat2* (Fig. 5e, n) and *de novo* lipogenesis enzymes *Acly*, *Acc* and *Fasn* (Fig. 5f, o). These findings were further supported by the analysis of protein expression of GPAT3 and FASN, which was also unaffected in Gfral-KO mice compared to WT (Fig. 5g-i, p-r). Taken together, these data indicate that GFRAL signaling is not involved in the modulation of sWAT lipid metabolism. Due to differences in the genetic background of Gdf15-KO and Gfral-KO mice used in our study we cannot, however, completely exclude a possible GFRAL involvement in the reported effects of GDF15 in sWAT and therefore these results need to be interpreted accordingly.

**Fig. 5:**
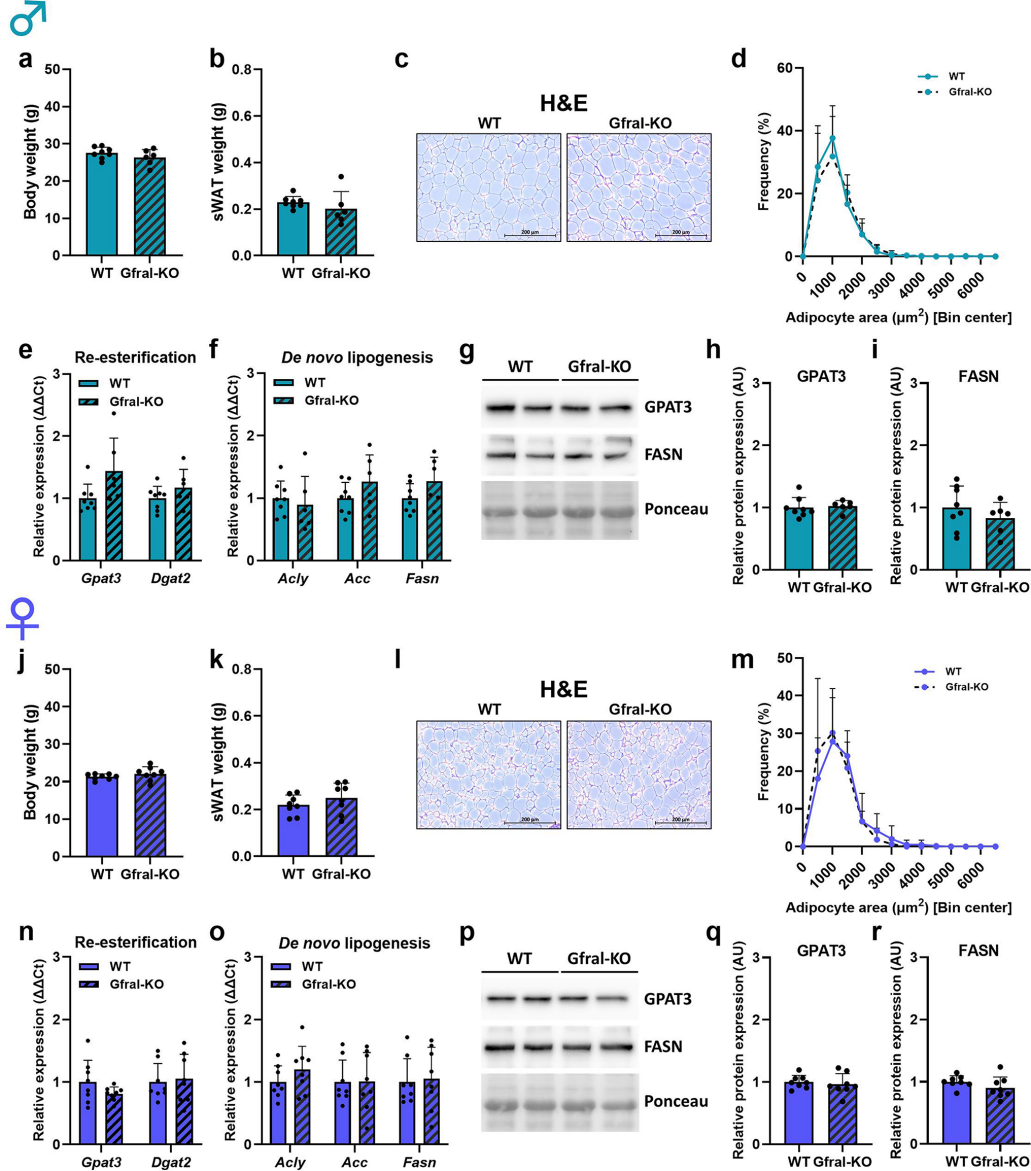
GFRAL signaling does not play a role in GDF15-dependent effects on lipid metabolism in subcutaneous white adipose tissue. (**a**,** j**) Body and (**b**,** k**) subcutaneous adipose tissue (sWAT) in WT and Gfral-KO, male and female mice, respectively. (**c**,** l**) Representative H&E staining of sWAT and (**d**,** m**) adipocyte area frequency. (**e**,** n**) sWAT relative gene expression of re-esterification enzymes *Gpat3* and *Dgat2* and (**f**,** o**) *de novo* lipogenesis enzymes *Acly*, *Acc* and *Fasn* in WT and Gfral-KO, male and female mice, respectively. (**g**,** p**) Western blot analysis of GPAT3 and FASN protein expression (representative cropped blots) and (**h**,** i**,** q**,** r**) respective quantifications in WT and Gfral-KO, male and female mice. Data are presented as mean ± SD with single data points. Statistical analyses were performed using an unpaired t-test. WT: wildtype; Gfral-KO: Gfral knockout. Age: 20 weeks.

### Effect of fasting in GDF15 expression in adipose tissue of mice and humans

As previously mentioned, GDF15 has been shown to be induced in the liver during the fasting response, where it plays a role in promoting fatty acid oxidation and ketogenesis^26^. Considering our previous results and given the fact that adipose tissue plays a crucial role in the fasting response, we aimed to investigate a potential role for GDF15 in fasting of sWAT. In a human cohort of moderately obese men we could show that, after 15 h of fasting, *GDF15* gene expression in sWAT biopsies was significantly induced (Fig. 6a), while circulating GDF15 levels were significantly reduced (Fig. 6b). In mice, a 24-hour fasting challenge significantly induced both sWAT *Gdf15* gene expression (Fig. 6c) and circulating GDF15 (Fig. 6d) in both males and females. Of note, unlike in sWAT, the effect of fasting on *Gdf15* expression in gWAT, iBAT and liver was sex-specific (Fig. S3). To determine whether this fasting-induced increase in sWAT *Gdf15* is specific to adipocytes or originates from other cell types (e.g., macrophages), we isolated primary mature adipocytes from sWAT and treated them with the β-adrenergic agonist isoproterenol, replicating the fasting response in vitro. Thereby, we could confirm that β-adrenergic stimulation strongly induces *Gdf15* gene expression in an adipocyte-specific manner (Fig. 6e). Further, measurement of GDF15 in the supernatant of mature adipocytes treated with isoproterenol for 6 and 12 h showed a significant induction in the media of isoproterenol-treated cells compared to control cells (Fig. 6f), indicating that β-adrenergic stimulation leads to GDF15 secretion by adipocytes. Finally, in order to further understand a potential role for GDF15 in the fasting response of adipose tissue, we treated sWAT explants in vitro of WT and Gdf15-KO mice with isoproterenol and measured free fatty acids (FFA) and glycerol in the supernatant as a readout for lipolysis activation (Fig. 6g-j). Interestingly, while we observed no differences in FFA or glycerol of male sWAT explants between genotypes (Fig. 6g, h), female Gdf15-KO sWAT explants treated with isoproterenol showed reduced FFA and glycerol in the supernatant compared to WT explants (Fig. 6i, j), indicating that loss of GDF15 affects the lipolytic response, at least in female mice.

**Fig. 6:**
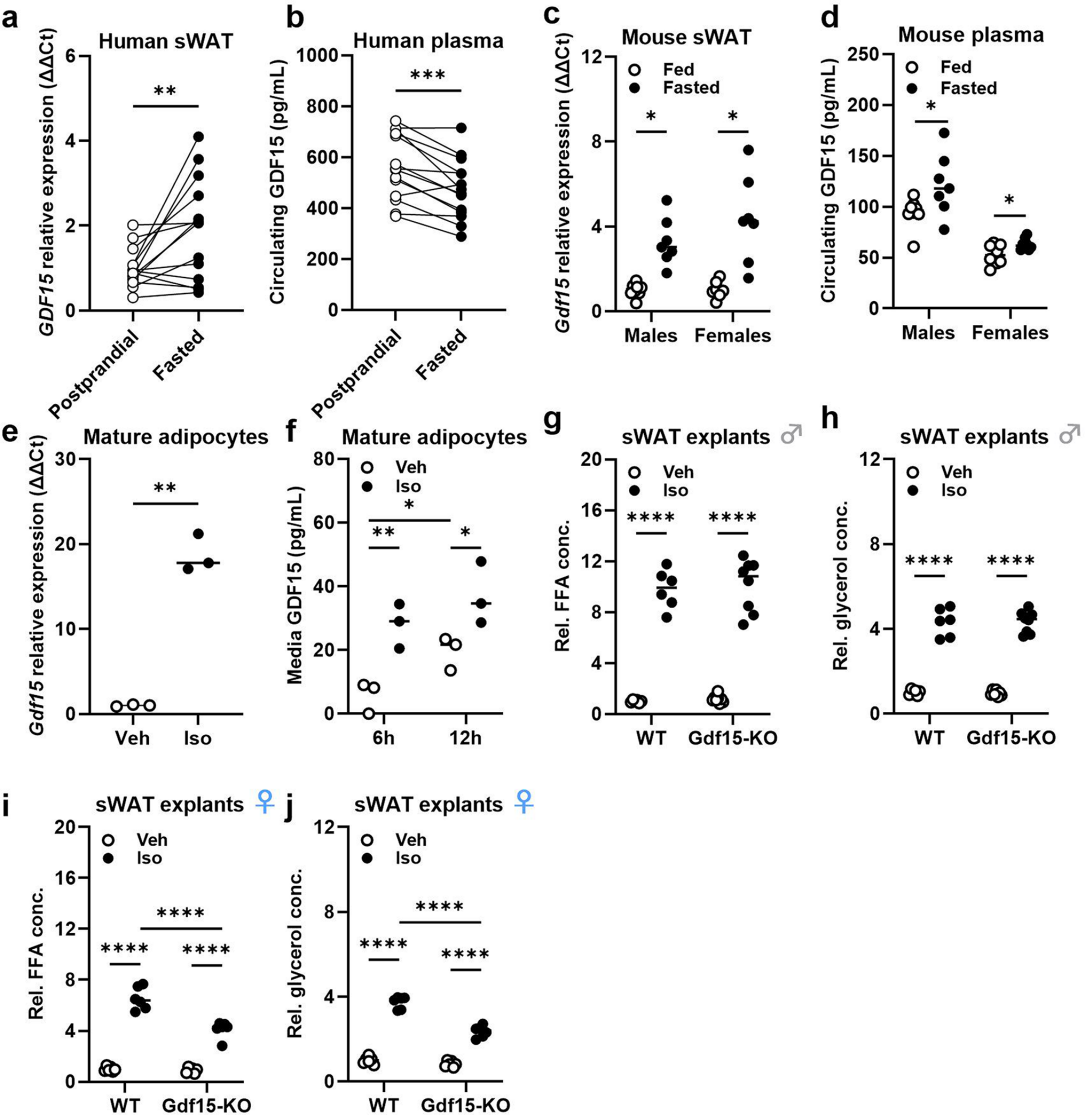
GDF15 is involved in the fasting response of subcutaneous adipose tissue. (**a**) Postprandial and fasted (15 h) *GDF15* gene expression levels in sWAT biopsies and (**b**) plasma GDF15 of moderately obese men. (**c**) *Gdf15* gene expression in sWAT and (**d**) plasma GDF15 of fed and fasted (24 h) 20-week old male and female WT mice. (**d**) *Gdf15* gene expression in membrane mature adipocyte aggregate cultures (MAAC) after a 4 h isoproterenol treatment. (**f**) Media GDF15 levels of MAAC after a 6 h and 12 h isoproterenol stimulation. (**g-j**) Media relative free fatty acids (FFA) and glycerol after an isoproterenol stimulation of sWAT explants of WT and Gdf15-KO male (**g**,** h**) and female (**i**,** j**) mice. Data are presented as single data points. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Statistical analyses were performed using a paired t-test (a, b), unpaired t-test (c-e) or a Two-way ANOVA (g-j).

## Discussion

The role of GDF15 and its only known hindbrain-restricted receptor GFRAL has been extensively studied in the past years due to its relevance in the control of energy homeostasis and, thereby, being a potential therapeutic target in the control of metabolic diseases such as obesity^27^. However, recent investigations point to GFRAL-independent actions of GDF15 in metabolically active tissues such as the liver, adipose tissue or skeletal muscle which suggests that GDF15 may act as a mediator of energy metabolism apart from its effects on food intake^21–23,25^. Here, with the aim to further investigate a potential metabolic role for GDF15 in lipid metabolism, we performed a metabolic characterization of Gdf15-KO male and female mice with a focus on the main adipose tissue depots. With this investigation we show that GDF15 is involved in the regulation of lipid metabolic processes, specifically in sWAT of both male and female mice, with female mice being more affected by the loss of GDF15. Finally, we show that fasting induces an upregulation of GDF15 expression in sWAT of mice and humans, and that adrenergic stimulation of female Gdf15-KO sWAT explants ex vivo leads to an impaired free fatty acid and glycerol release compared to WT explants, indicating that GDF15 might be involved in lipid mobilization or fatty acid oxidation in adipose tissue during this response.

Notably, despite the fact that sWAT is the tissue in which *Gdf15* gene expression is lowest in both sexes among the tissues investigated here, we find a remarkable effect on lipid metabolism in this tissue upon loss of GDF15 in Gdf15-KO mice. Furthermore, while *Gdf15* gene expression presents sex differences in liver and gWAT, it shows similar levels of expression among sexes in sWAT, the tissue where we also find sex differences in lipid metabolism upon loss of GDF15. Due to the limited availability of functioning GDF15 antibodies specifically for western blot, it is difficult to determine the actual intra-tissue levels of GDF15. Therefore, it is hard to draw definite conclusions on protein expression of GDF15 among the different tissues. Nevertheless, we cannot rule out the possibility that the effects of GDF15 loss observed in sWAT, including sex-specific differences, are a secondary effect to the loss of GDF15 in another metabolically relevant tissue. Of note, while both sWAT and gWAT have similar tissue structures and a lipid storage function, we only identify a GDF15 action in the lipid metabolic regulation of sWAT and not gWAT. This could be attributed to the fact that sWAT appears to have a more metabolically active signature as well as a higher storage capacity, while gWAT presents a more inflammatory signature and is linked to the development of metabolic disorders^28,29^. Importantly, subcutaneous adipose tissue, rather than visceral adipose tissue, is considered the primary physiological site for lipid storage in humans^30^, indicating that our findings may be more relevant to human physiology.

Despite the increasing interest in GDF15, its physiological role during the fasting response in humans remains poorly understood. In mice, we observe a modest increase in GDF15 levels of both males and females after a 24 h challenge while previous research reported no difference in GDF15 levels upon fasting^31^. While time of sacrifice was not provided in the cited study, mice were sacrificed at “lights off” in our investigation. Given the circadian nature attributed to GDF15 in humans and under certain stress-conditions in mice^9,32^, time of the day in which experiments were performed could explain these discrepancies in GDF15 induction during fasting. Furthermore, the origin of circulating GDF15 during fasting remains unclear. Interestingly, we here see that there are sex-specific effects on *Gdf15* expression in different metabolic organs upon fasting. While in male mice *Gdf15* appears to be upregulated in sWAT, liver and iBAT during fasting, female mice mainly present an induction of this factor only in adipose tissue depots. When evaluating these effects, however, we need to carefully consider that all mice were sacrificed after 24 h of fasting and therefore, these sex dimorphisms could represent different stages in the fasting response of male and female mice considering their differences in body weight and composition. In humans, previous research has demonstrated that prolonged fasting results in a peak of circulating GDF15 levels after 48 h, followed by a decline over a period of up to 7 days^31^. Further, in overweight or obese women, GDF15 was shown to be increased with intermittent fasting and these increases were not associated with food intake^33^. In our study, a 15 h fast in moderately obese men led to significantly lower GDF15 circulating levels, but also to a significant induction in sWAT GDF15 gene expression, indicating that sWAT might not be contributing to circulating GDF15 during the first stages of fasting in humans. Therefore, GDF15 might play a GFRAL-independent, auto-/paracrine role in sWAT under this physiological response. Our adrenergic stimulation experiments performed in sWAT explants show an impaired lipolytic capacity upon the lack of GDF15, which would suggest an implication of this factor in the lipolytic response. It is important to point out that these experiments were performed using whole-body knockout mice and therefore, the effects observed might represent an indirect effect. In this regard, we cannot rule out a possible neuroendocrine action of GDF15 in vivo during fasting, since GDF15 has been reported to induce cortisol^34^, which could have an influence on adipose tissue physiology. Thus, further research is needed to elucidate the molecular mechanisms behind GDF15’s actions in adipose tissue.

The molecular mechanisms by which GDF15 affects sWAT lipid metabolism cannot be determined from our data. We here show that Gfral-KO mice do not show alterations in their adipose tissue lipid metabolic profile compared to their WT littermates, indicating that GFRAL does not play a role in the modulation of adipose tissue and could point to GFRAL-independent GDF15 effects. It is important to point out, however, that Gfral-KO and Gdf15-KO mice used in this investigation had C57BL/6J and C57BL/6/129/SvJ genetic backgrounds, respectively, and since genetic background could have an effect on phenotypic outcomes, interpretation of our results should be done with care. It has been hypothesized that GDF15 might act on peripheral tissues through other so-far unidentified receptors^35^. As we show here, the lipolytic response to adrenergic stimulation was impaired in female Gdf15-KO sWAT, which further reinforces a direct, GFRAL-independent role for GDF15 in modulating lipid metabolism. We cannot rule out, however, that these effects are due to adaptations to the lack of GDF15 in Gdf15-KO mice. Furthermore, the use of mammalian-derived recombinant GDF15 contaminated with TGF-β^19^ in some studies makes it hard to draw conclusions on GDF15 mechanisms of action, and therefore, we are still far from understanding them. GDF15 has been shown to be present in the nucleus and to be implicated in direct transcriptional regulation of the Smad pathway^36^, and thus, it is possible that GDF15 exerts a transcriptional control of lipid metabolic genes in sWAT. Furthermore, we cannot completely rule out the possibility that the effects observed on sWAT in vivo are due to GDF15 originating from other tissues such as liver or skeletal muscle, which would suggest that GDF15 may have an alternative endocrine mode of action independent of GFRAL signaling.

Altogether, our data indicate that loss of GDF15 in sWAT of Gdf15-KO mice leads to a lipid metabolic remodeling that includes the downregulation of both catabolic (e.g. lipolysis and lipid oxidation) but also anabolic (e.g. *de novo* lipogenesis) pathways, which contrasts with the catabolic roles attributed in other tissues such as liver or skeletal muscle^22^. It should be noted that here we used knockout mice which are adapted to the loss of GDF15 since birth. Thus, the fact that the amount and TG content of sWAT was not affected in GDF15-KO mice despite their apparently decreased *de novo* lipid synthesis capacity suggests that this downregulation of anabolic enzymes could represent a compensatory mechanism. This hypothesis is further strengthened by the reported fasting-induced sWAT GDF15 upregulation, which indicates that GDF15 might play a supportive role in lipolytic and/or oxidative pathways during this energy demanding state.

Our research points out sex-specific effects of GDF15 loss in the remodeling of sWAT lipid metabolism. Interestingly, while males presented both higher sWAT *Gdf15* mRNA expression and circulating levels, our data reveals that female Gdf15-KO mice appear to have a stronger sWAT remodeling compared to male mice. While GDF15 has been suggested to cause nausea and vomiting during pregnancy in women^37^, most studies regarding GDF15’s metabolic actions have been performed in male mice. There is, however, some evidence showing sex-specific GDF15 actions with regards to lipid metabolism. In mice ubiquitously expressing human GDF15 (hNAG-1 mice), a decreased WAT weight with increased expression of WAT lipolytic genes was observed despite no changes in food intake^23^. Interestingly, female NAG-1 mice lost a higher percentage in total WAT mass compared to their WT littermates than male mice did, which, in line with our results, indicate that female mice are more affected by GDF15 metabolic actions in WAT. On the contrary, however, while Gdf15-KO male mice are more prone to body weight gain when fed a high fat diet than WT mice, female Gdf15-KO mice seem to be partially protected from this effect^38^, which could be explained by the fact that female mice are less sensitive to high fat diet-induced obesity than male mice. Moving forward, more studies that specifically address sex differences will be necessary in order to understand GDF15’s implications in metabolic regulation in a sex-specific manner.

Finally, unlike most research on GDF15 focusing on its role as a stress-induced factor in different pathological and pathophysiological conditions, our study highlights its relevance in maintaining tissue homeostasis in unchallenged conditions. Thus, future research using Gdf15-KO mice will need to consider potential tissue-specific metabolic alterations in these mice when being used as unchallenged controls or for pharmacological studies.

## Methods

### Animal studies

Animal experiments were designed and performed in accordance with the relevant guidelines and regulations. For all the procedures of the study we followed the ARRIVE guidelines. Animal studies were approved by the ethics committee of the Ministry of Agriculture and Environment (State Brandenburg, Germany, file numbers GZ 2347-9‐2016 and AZ 2347-14-2021). C57BL/6/129/SvJ whole body Gdf15-knockout (Gdf15-KO) mice were kindly provided by Dr. Se-Jin Lee (University of Connecticut School of Medicine, Department of Genetics and Genome Sciences)^2^. Gfral-heterozygous mice were purchased from Mutant Mouse Regional Resource Centers (MMRRC) and back-crossed to a C57BL/6J background using speed congenics. All mice used in the study were bread in-house by crossing heterozygous mice. Offspring was genotyped and wildtype (WT) and knockout (Gdf15-KO or Gfral-KO) littermates were used for the experiments. Mice were group‐housed and random‐caged with *ad libitum* access to a standard chow diet (Sniff, Soest, Germany) and water at 23 °C and a 12:12‐h dark‐light cycle. At 20 weeks of age, *ad libitum* fed animals were euthanized at “lights off” by an overdose of isoflurane followed by a final cardiac puncture and tissues were dissected, snap-frozen and kept at -80 °C until further processing. For fasting experiments (Fig. 6, Fig. S3), food was removed 24 h prior to sacrifice in the fasted group, while the fed group kept *ad libitum* access to food. Sacrifice at “lights off”. i.e. in the early activity phase of mice was performed in order to match the early morning of humans, which is the timepoint in which human studies are commonly performed.

### Human study

Human samples analyzed in this study are a subset obtained from a larger study conducted by our collaborators^39^. Specifically, we examined plasma and subcutaneous adipose tissue biopsies from 14 moderately obese men, all collected at 1:00 p.m. either after an overnight fast (fasting started at 10:00 p.m. the previous day, fasted group) or following a test meal consumed at 9:00 a.m. (postprandial group). The study protocol was conducted in accordance with all relevant guidelines and regulations, was approved by the Ethics Committee of the University of Potsdam (1/2010) and registered with Current Controlled Trials (http://www.controlled-trials.com), ISRCTN22073289. Informed consent was obtained from all participants.

### Mature adipocyte cultures and treatment

Mouse mature adipocytes were isolated from sWAT and cultured following the membrane mature adipocyte aggregate cultures (MAAC) method developed by Harms and colleagues^40^. 24 h after isolation, MAAC were treated either with isoproterenol (1 µM) or vehicle (water) for 4 h, 6–12 h. Cells were harvested with TRIzol for further RNA isolation and media was collected.

### Subcutaneous adipose tissue explant cultures

Subcutaneous adipose tissue (sWAT) of 70-week-old WT and Gdf15-KO, male and female mice was dissected and cut into 60 mg explants. sWAT explants were placed in 600 uL of DMEM F-12 with 10% fatty acid-free BSA and were treated either with isoproterenol (1 µM) or vehicle (water) for 4 h, after which media was collected and free fatty acids (FFA) and glycerol was measured. For the measurement of FFA and glycerol, we used the commercially available kits #NEFA-HR(2) (Wako) and #MAK117 (Sigma-Aldrich), respectively, according to manufacturer’s instructions.

### Plasma GDF15 analyses

Mouse and human plasma GDF15 as well as cell culture media GDF15 concentration were measured with the R&D ELISA Kits #MGD150 and #DGD150, respectively, following manufacturer instructions.

### Gene expression analyses

Unless otherwise stated, RNA was isolated following a TRIzol (Thermo Fisher, #15596026)-chloroform extraction and DNase digested following manufacturer instructions (Fisher Scientific, #EN0521). RNA from MAAC samples as well as human sWAT samples was isolated using a RNeasy Mini Kit (Qiagen, #74104). Complementary DNA was synthesized using the RT SuperMix Kit (NEB, LunaScript, #E3010) and further diluted to a final concentration of 5ng/µL. qPCR analyses were performed in 384 well plates (VWR International GmbH, #731 − 0193) and a Quantstudio 7 device (Fisher Scientific) was used for measurement. Per reaction, 1 µL of cDNA (5 ng/µL) and 4 µL of a master mix containing 2.5 µL of Luna Universal Master Mix (NEB, #M3003E), 0,5 µL of 3 µM forward and reverse primers and 0,5 µL of DEPC water was used. Primer sequences used are the following: *Acat1*: 5´ AGCACACTGAACGATGGAG 3´ (F), 5´ CGCAAGTGGAAAATCAATGGG 3´ (R), *Acc*: 5´ TTTCACTGTGGCTTCTCCAG 3´ (F), 5´ TGCATTTCACTGCTGCAATA 3´ (R), *Acly*: 5´ TATGCCAAGACCATCCTCTCACT 3´(F), 5´TCTCACAATGCCCTTGAAGGT 3´ (R), *Acox1*: 5´ CACCATTGCCATTCGATACA 3´ (F), 5´ TGCGTCTGAAAATCCAAAATC 3´ (R), *Aqp9*: 5´ GGAAGGATGGAGTGGTTCAA 3´ (F), 5´ GGCCATGAGTCCGTCATAGT 3´ (R); *B2m*: 5′ CCCCACTGAGACTGATACATACGC 3′ (F), 5′ AGAAACTGGATTTGTAATTAAGCAGGTTC3′ (R), *Bdh1*: 5′ TGCAACAGTGAAGAGGTGGAGAAG 3′ (F), 5′ CAAACGTTGAGATGCCTGCGTTGT3′ (R), *Cd36*: 5′ CCAAGCTATTGCGACATGAT 3′ (F), 5′ ACAGCGTAGATAGACCTGCAAA 3′ (R), *Cpt1a*: 5′ CCAAACCCACCAGGCTACA 3′ (F), 5′ GCACTGCTTAGGGATGTCTCTATG 3′ (R), *Dgat2*: 5´ TGCTAGGAGTGGCCTGCAGTGT3´ (F), 5´CACTGCGATCTCCTCCCACCTT 3´ (R), *Fabp1*: 5′ TCACCATCACCTATGGACCCA 3′ (F), 5′ GCTTGACGACTGCCTTGACTTT 3′ (R), *Fasn*: 5′ TTGATGATTCAGGGAGTGGA 3′ (F), 5′ TTACACCTTGCTCCTTGCTG 3′ (R), *Gpat1*: 5′ CTTGGCCGATGTAAACACAC 3′ (F), 5′ TCCTTCCATTTCAGTGTTGC 3′ (R), *Gpat3*: 5′ TCTCCTCCGAAGAGCTAGTATCATG 3′ (F), 5′ ACCCAGCACCCACACCAT 3′ (R), *Hmgcl*: 5′ ACTACCCAGTCCTGACTCCAA 3′ (F), 5′ TAGAGCAGTTCGCGTTCTTCC 3′ (R), *Hmgcs2*: 5′ GAAGAGAGCGATGCAGGAAAC 3′ (F), 5′ GTCCACATATTGGGCTGGAAA 3′ (R), *Gdf15*: 5′ GAGCTACGGGGTCGCTTC 3′ (F), 5′ GGGACCCCAATCTCACCT 3′ (R); (human) *RPLP0*: 5’ GCTTCCTGGAGGGTGTCC 3’ (F), 5’ GGACTCGTTTGTACCCGTTG 3’ (R); (human) *GDF15*: 5’ GCTTCCTGGAGGGTGTCC 3’ (F), 5’ GGACTCGTTTGTACCCGTTG 3’ (R).

### Histological analyses

Tissues were dissected and fixed in 4% formaldehyde for 24 h, after which they were embedded in paraffin and cut into 2 μm slices (HM 355 S Rotatory Microtom). Slices were mounted, dehydrated with increasing ethanol concentrations, and stained with hematoxylin and eosin (H&E) (Roth, Fluka). Quantification of adipocyte area was performed using the Adiposoft (Fiji plug-in) software (v1.16; https://imagej.net/plugins/adiposoft).

### Triglyceride measurement

Tissue triglycerides were measured using a triglyceride reagent kit (Sigma Aldrich, #T2449-10ML) after extraction with either hypotonic lysis buffer (10 mmol/L sodium phosphate buffer (pH 7.4) containing 1 mmol/L EDTA and 1% polyoxyethylene (10) tridecyl ether) for liver samples or 15% IGEPAL buffer (Merck, #56741) for adipose tissue samples.

### Glycogen measurement

Liver glycogen content was measured using a Starch Analysis Kit (R-Biopharm AG, #10207748035) following manufacturer instructions after extraction with 1 N NaOH.

### Western blot analysis

Tissues were homogenized in RIPA buffer containing Halt Protease/Phosphatase Inhibitor Cocktail (Thermo Fisher, #78440) and protein concentration was determined using the DC Protein Assay Reagent (Biorad, #500-0114). 15 µg of protein were loaded on an SDS gel. The primary antibodies used were GPAT3 (CST, #96164) and FASN (CST, #3189S). An anti-rabbit horseradish peroxidase‐conjugated secondary antibody was used (#7074, Cell Signaling Technology). Densitometry was determined using ImageJ (https://imagej.net/ij/) and values were normalized to the respective WT control group.

### RNA sequencing

The RNA sequencing was carried out by BGI Genomics laboratory in Hong Kong via nanoball sequencing technology. Raw 150 bp paired reads were adapter trimmed and quality controlled. The filtered sequences resulted in ~ 9GB reads per sample. BGI aligned the reads to the GRCm39 reference using Bowtie2 (v2.2.5; https://bowtie-bio.sourceforge.net/bowtie2/index.shtml) and gene expression was calculated via RSEM (v1.2.8; https://deweylab.github.io/pRSEM/). Differential gene expression was performed via DESeq2 (v1.38.3; https://bioconductor.org/packages/release/bioc/html/DESeq2.html) pipeline. For pathway enrichment analysis, we used the DAVID Functional Annotation Tool (https://david.ncifcrf.gov/) from the National Institutes of Health (NIH) clustering genes with the annotation categories UP_KW_BIOLOGICAL_PROCESS and GOTERM_BP_DIRECT. The heatmap in Fig. 4 was created via R(v4.1.2) package ComplexHeatmap (v2.10.0; https://www.rdocumentation.org/packages/ComplexHeatmap/versions/).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism version 10.0.0, GraphPad Software, Boston, Massachusetts, USA, www.graphpad.com. Data were tested for normality using a Shapiro-Wilk test, and statistical differences were determined with either an unpaired t-test (mouse data) or a paired t-test (human data). For ex vivo experiments as well as media GDF15 measurements depicted in Fig. 6, a two-way ANOVA with Tukey’s multiple comparisons test was used. Data are presented as single data points or as mean ± SD with single data points. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

All data supporting these findings are available upon request. The RNA-Seq dataset generated and analyzed in this study is available in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/), accession number GSE272291.

# Supplementary material for: GDF15 is required for maintaining subcutaneous adipose tissue lipid metabolic signature
**Source:** Sci Rep. 2024 Nov 6;14:26989. doi: 10.1038/s41598-024-77448-w

Supplementary information

GDF15 is required for maintaining subcutaneous adipose tissue lipid metabolic signature in a GFRAL-independent manner

Carla Igual-Gil¹, Christopher Allen Bishop¹, Markus Jähnert^{3,6}, Kornelia Johann⁴, Verena Coleman¹, Vanessa Baum², Michael Kruse^{7,8}, Andreas F.H. Pfeiffer^{6,7,8}, Olga Pivovarova-Ramich^{6,7,9,10}, Mario Ost^{1,5}, Maximilian Kleinert⁴, Susanne Klaus^{1,2, *}

Figure S1

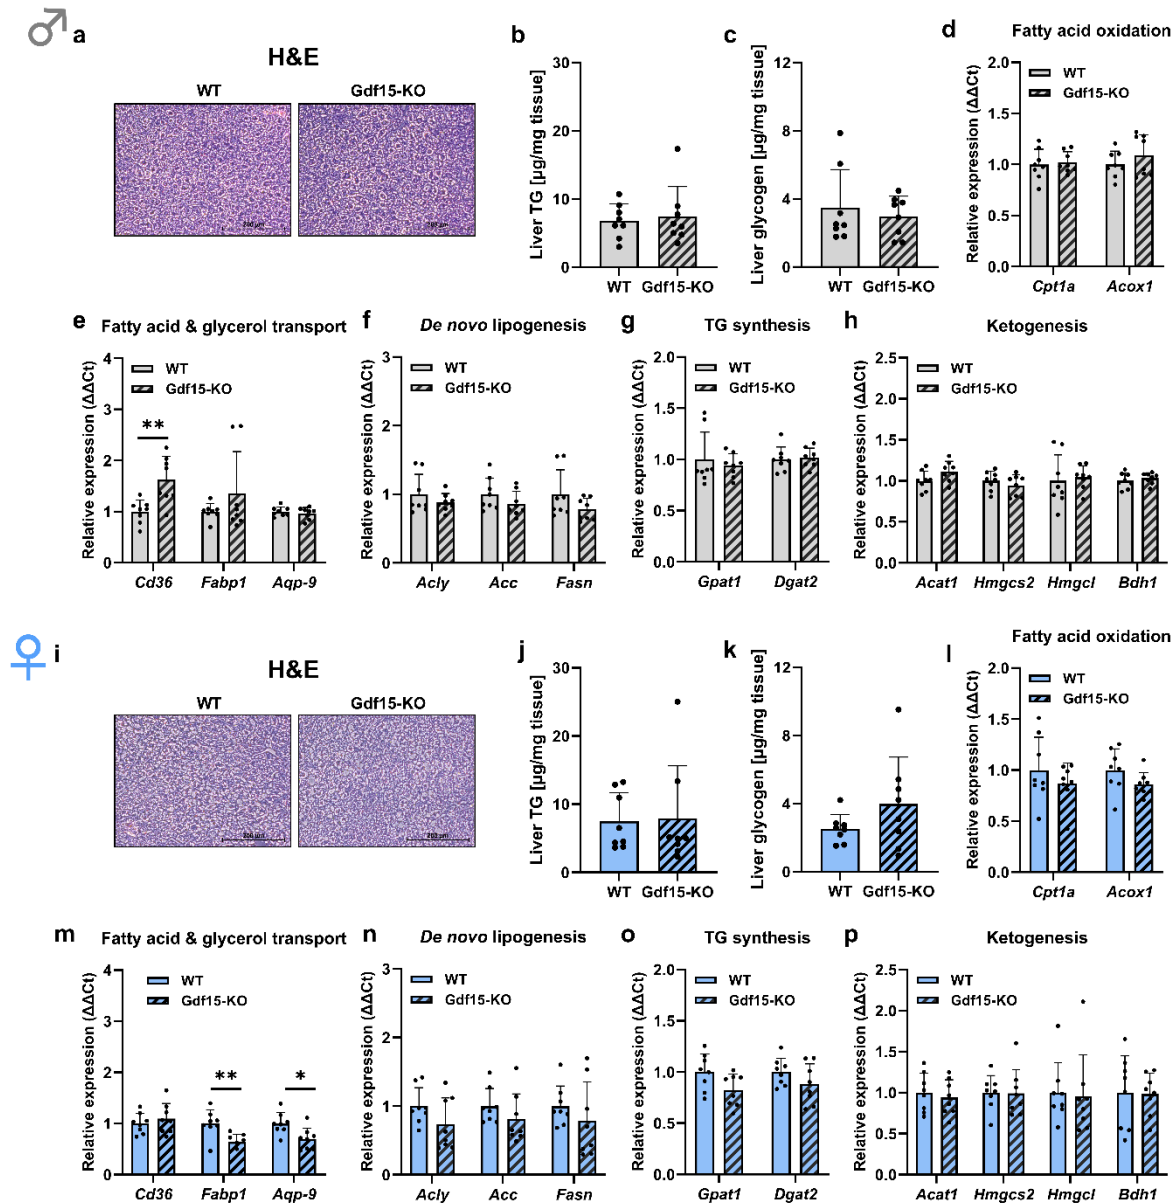

Figure S1. GDF15 does not play a role in liver fat metabolism under fed conditions. (a, i) Representative liver H&E staining, (b, j) liver triglyceride and (c, k) glycogen content, (d, l) relative gene expression of fatty acid oxidation enzymes *Cpt1a* and *Acox1*, (e, m) relative gene expression of fatty acid and glycerol transport genes *Cd36*, *Fabp1* and *Aqp-9*, (f, n) relative gene expression of *de novo* lipogenesis enzymes *Acly*, *Acc* and *Fasn*, (g, o) relative gene expression of TG synthesis enzymes *Gpat1* and *Dgat2* and (h, p) relative gene expression of ketogenesis enzymes *Acat1*, *Hmgcs2*, *Hmgcl* and *Bdh1* in WT and Gdf15-KO, male and female mice, respectively. Data are presented as mean $\pm$ SD with single data points. * $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$; **** $P < 0.0001$. Statistical analyses were performed using an unpaired t-test. WT: wildtype; Gdf15-KO: Gdf15 knockout. Age: 20 weeks.

Figure S2

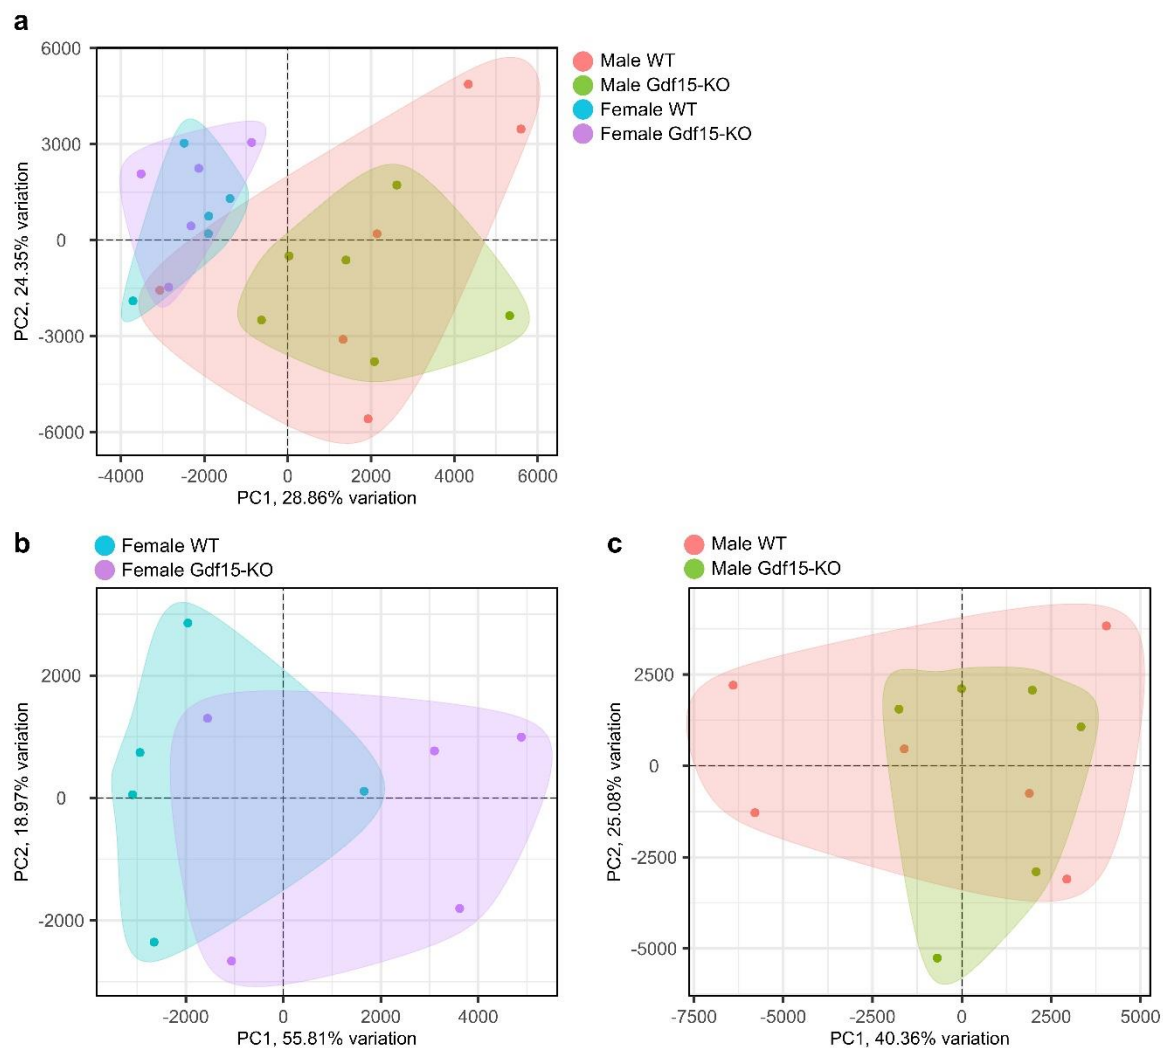

Figure S2. Principal component analysis (PCA) of RNA-Seq results presented in Figure 4. (a) PCA of all samples. **(b)** PCA of female samples. **(c)** PCA of male samples. WT: wildtype; Gdf15-KO: Gdf15 knockout.

Figure S3

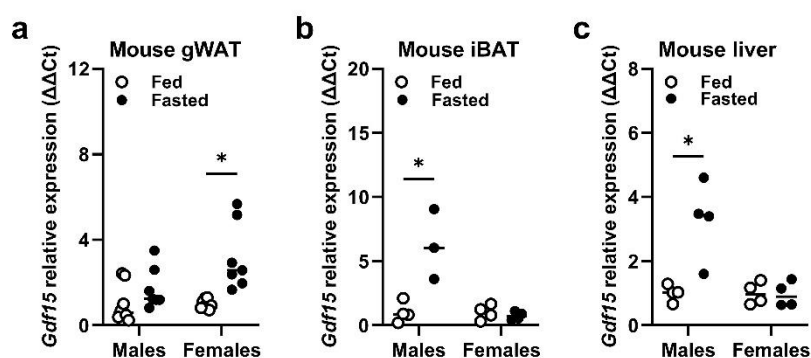

Figure S3. Fasting induces GDF15 expression in a tissue and sex-specific manner. Relative *Gdf15* gene expression of fed and fasted (24 h) male and female mice in (a) gonadal adipose tissue (gWAT), (b) interscapular brown adipose tissue (iBAT) and (c) liver. Data are presented as single data points. * $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$; **** $P < 0.0001$. Statistical analyses were performed using an unpaired t-test. Age: 20 weeks.

Table 1

Gene	<i>p</i> interaction	<i>p</i> sex	<i>p</i> genotype
<i>Angptl8</i>	0.5375	0.1436	0.0792
<i>Slc27a2</i>	0.054	**0.0009**	**0.0076**
<i>Cidea</i>	0.3205	**<0.0001**	**0.0003**
<i>Lpl</i>	0.4174	**<0.0001**	**<0.0001**
<i>Acot11</i>	0.3291	0.2133	**0.0018**
<i>Hmgcl</i>	0.202	**0.0092**	0.0545
<i>Acsm3</i>	0.9332	0.5122	**0.037**
<i>Ptgr2</i>	0.4473	0.8603	**0.0421**
<i>Ndufab1</i>	0.1826	0.8361	**0.029**
<i>Acox1</i>	0.767	**0.0002**	0.2184
<i>Cpt2</i>	0.2278	**0.0002**	0.2044
<i>Aacs</i>	0.1121	0.292	**0.0067**
<i>Pnpla3</i>	0.3853	0.1827	**0.0023**
<i>Acad11</i>	0.5289	0.1304	**0.0154**
<i>Aspg</i>	0.1582	**0.0001**	**0.0005**
<i>Gm2a</i>	**0.0245**	0.9302	**0.0304**
<i>Crat</i>	0.5168	**0.0001**	**0.0245**
<i>Rab7</i>	0.7688	**<0.0001**	0.2822
<i>Dagla</i>	0.4903	0.9618	**0.0216**
<i>Adh5</i>	0.2748	**0.0184**	0.1453
<i>Insig1</i>	0.1441	0.3399	**0.0027**
<i>Slc27a1</i>	0.0709	**0.005**	**0.0025**
<i>Ptpmt1</i>	0.1963	**<0.0001**	**0.02**
<i>Lpin1</i>	0.2744	0.2161	**0.0041**
<i>Hadh</i>	0.4398	**<0.0001**	0.071
<i>Plaat3</i>	0.3439	**<0.0001**	0.0722
<i>Gpx4</i>	0.3493	0.2151	**0.0123**
<i>Lpcat3</i>	0.086	**0.0065**	**0.0052**
<i>Cyp4f18</i>	0.975	0.1465	**0.0016**
<i>Gde1</i>	0.6162	**0.0159**	**0.023**
<i>Agpat2</i>	0.2703	0.4858	**0.0016**
<i>Echs1</i>	0.5041	**0.0007**	**0.0475**
<i>Acadl</i>	0.8227	**0.0133**	**0.0352**
<i>Pla2g12a</i>	0.2993	**<0.0001**	0.2304
<i>Acacb</i>	0.3744	0.561	**0.0005**

Table 1. Two-way ANOVA results for lipid metabolism-related DEGs. Two-way ANOVA *p* value results for interaction, sex and genotype for data presented in Figure 4d. Statistically significant *p* values (*p* < 0.05) are highlighted in bold.

Uncropped blots

Figure 2e - Representative lanes: 9-12

Original

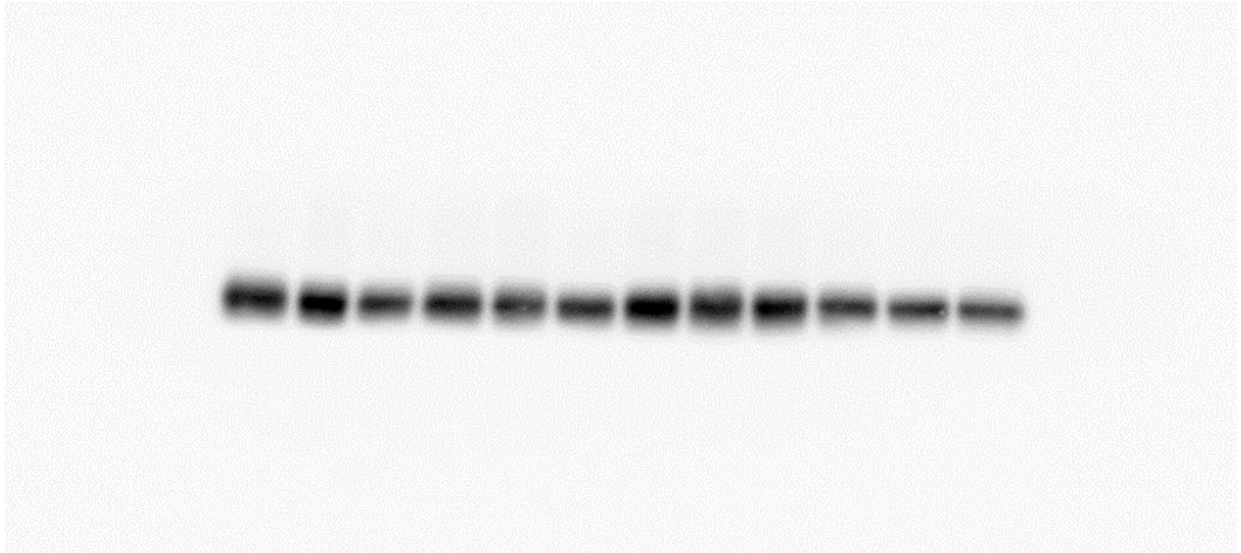

Overlap with marker & labelling

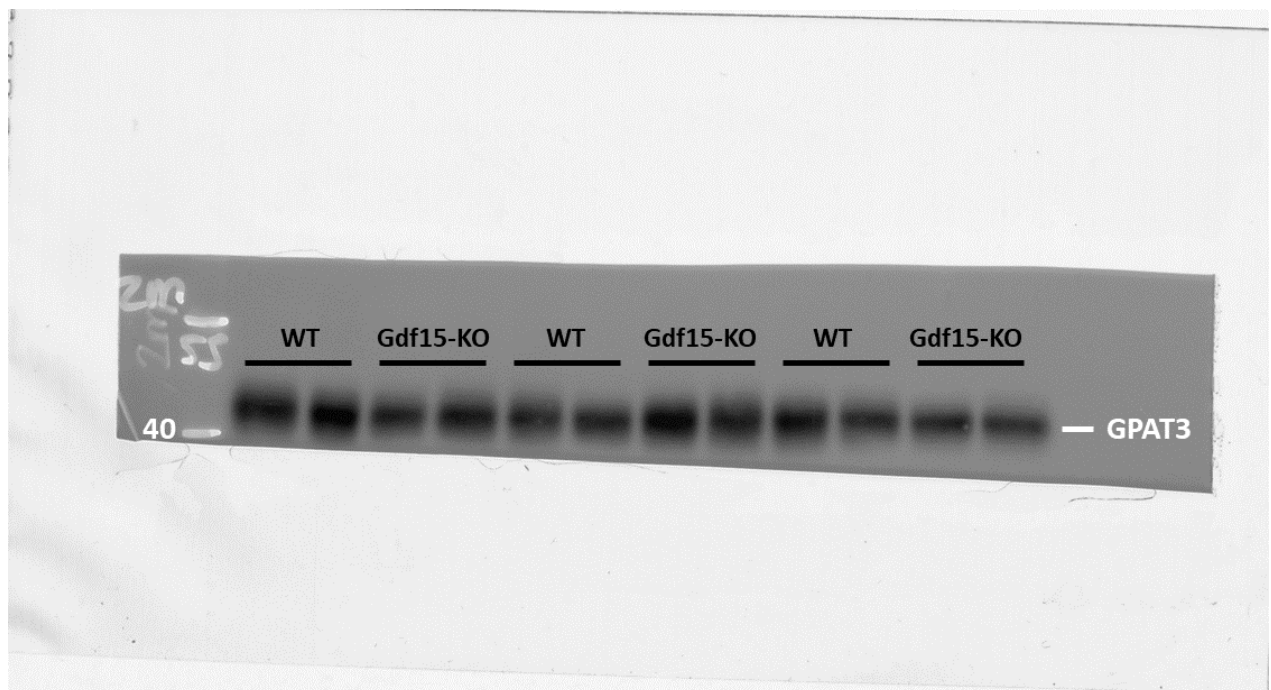

Figure 2h –Representative lanes: 9-12

Original

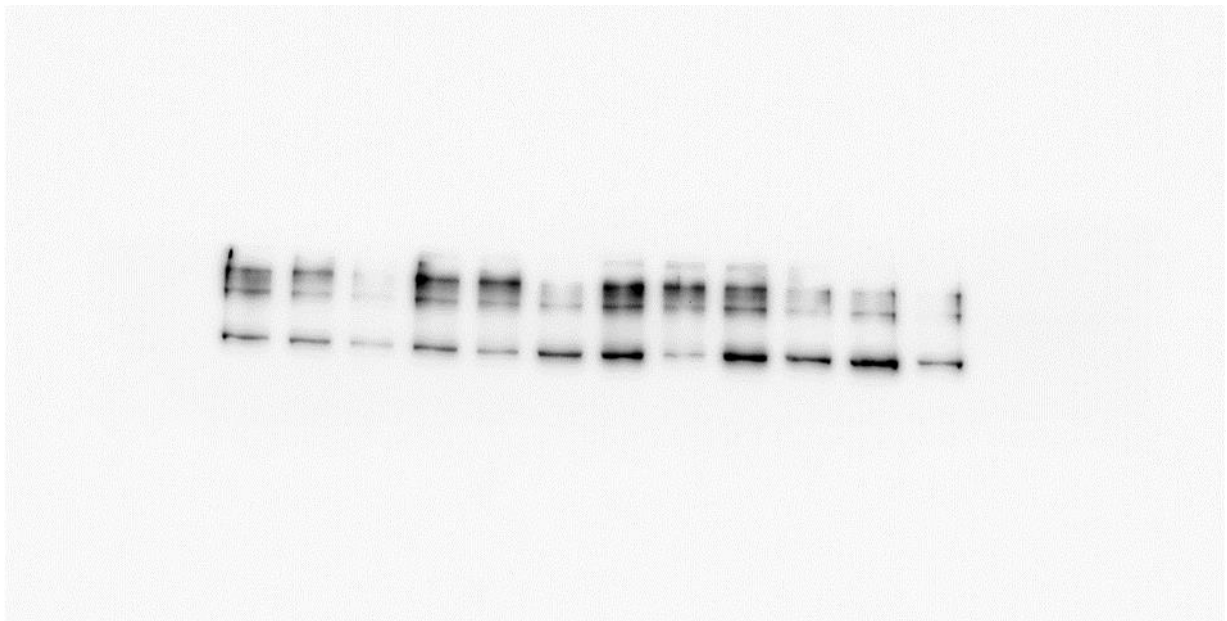

Overlap with marker & labelling

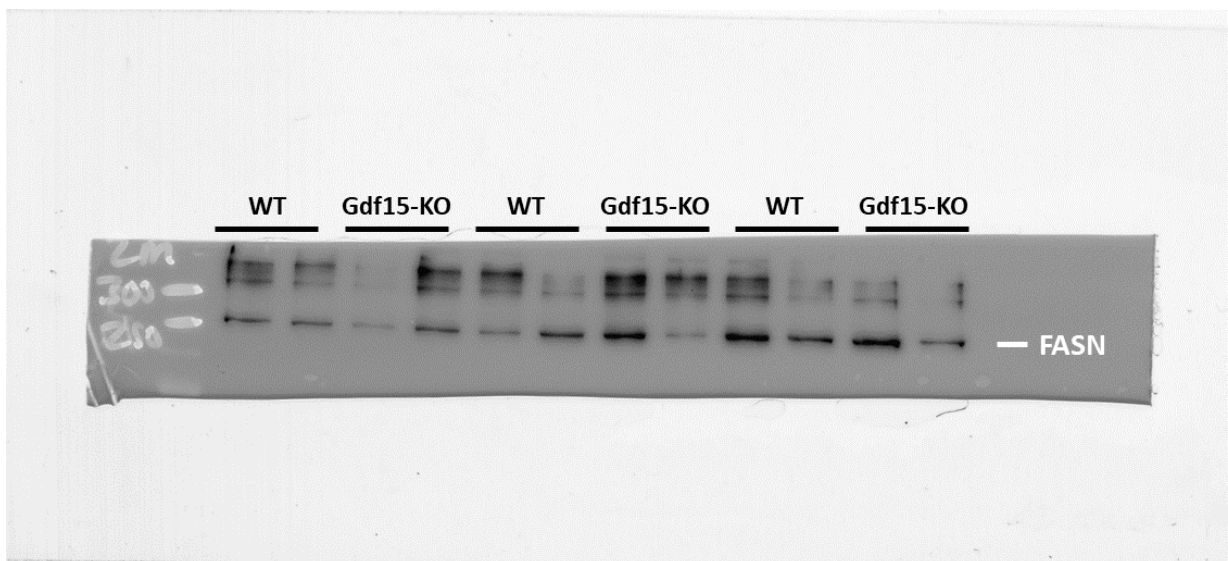

Figure 2n –Representative lanes: 1-4

Original

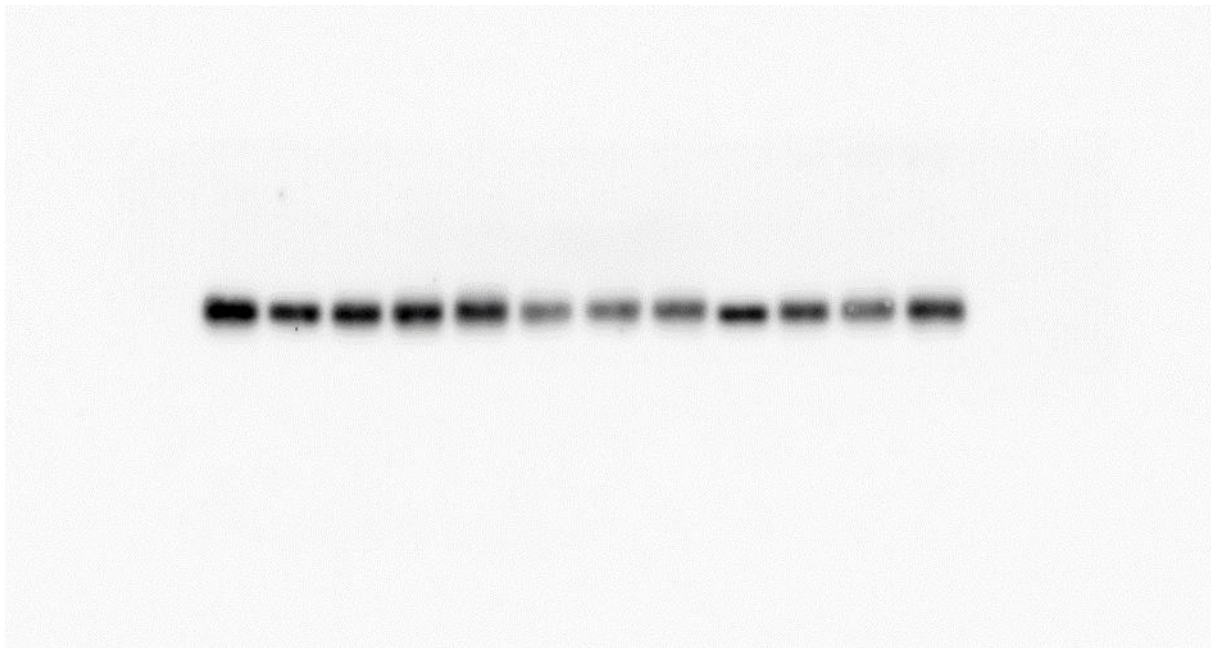

Overlap with marker & labelling

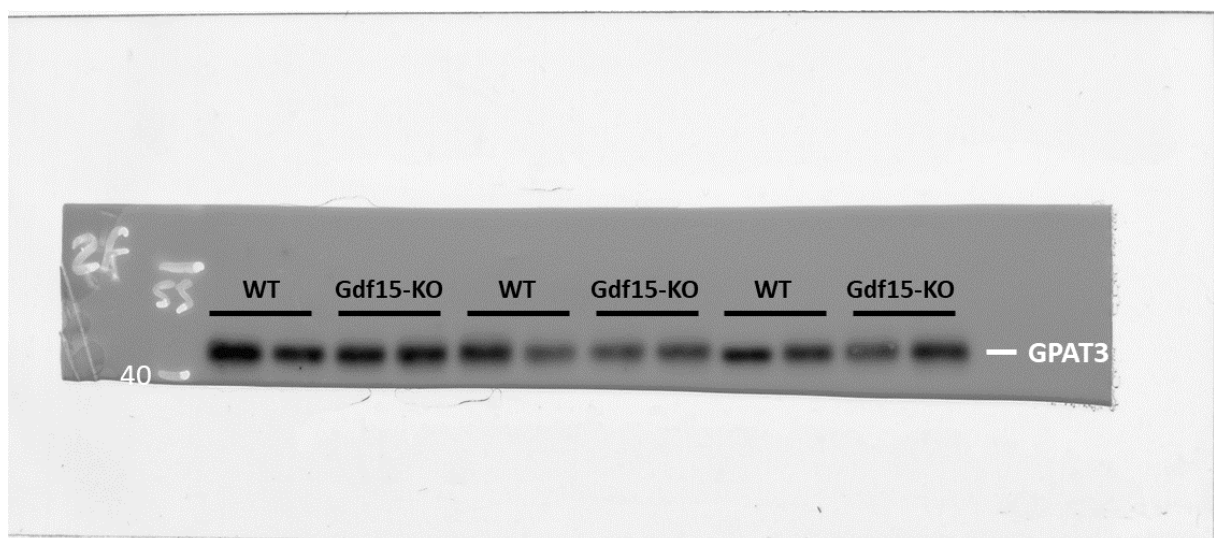

Figure 2q –Representative lanes: 5-8

Original

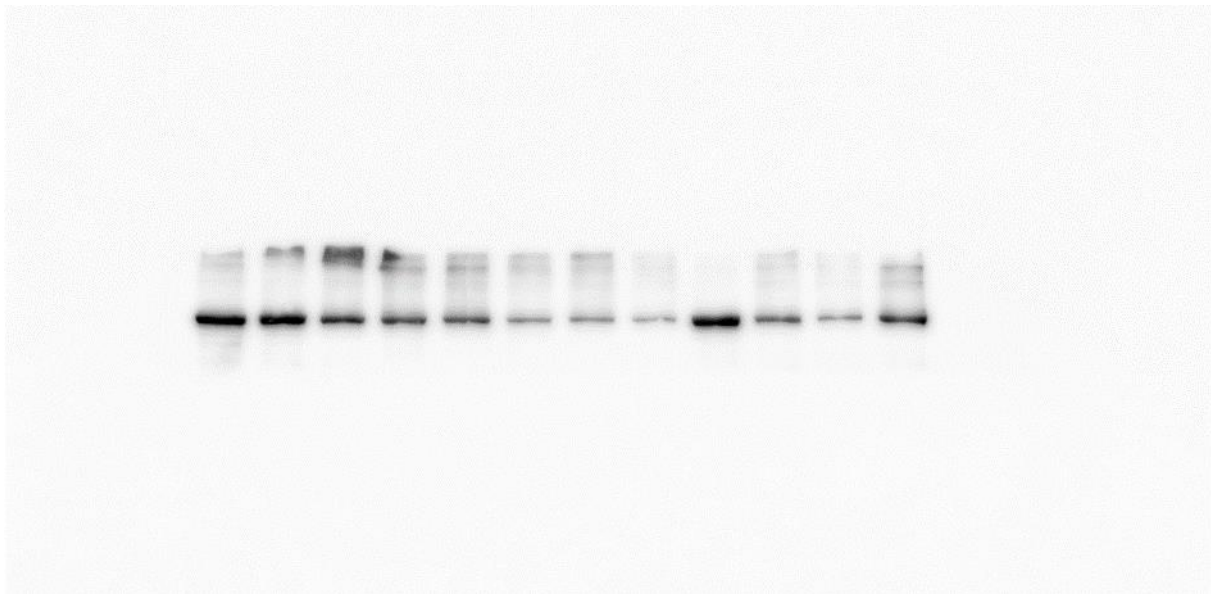

Overlap with marker & labelling

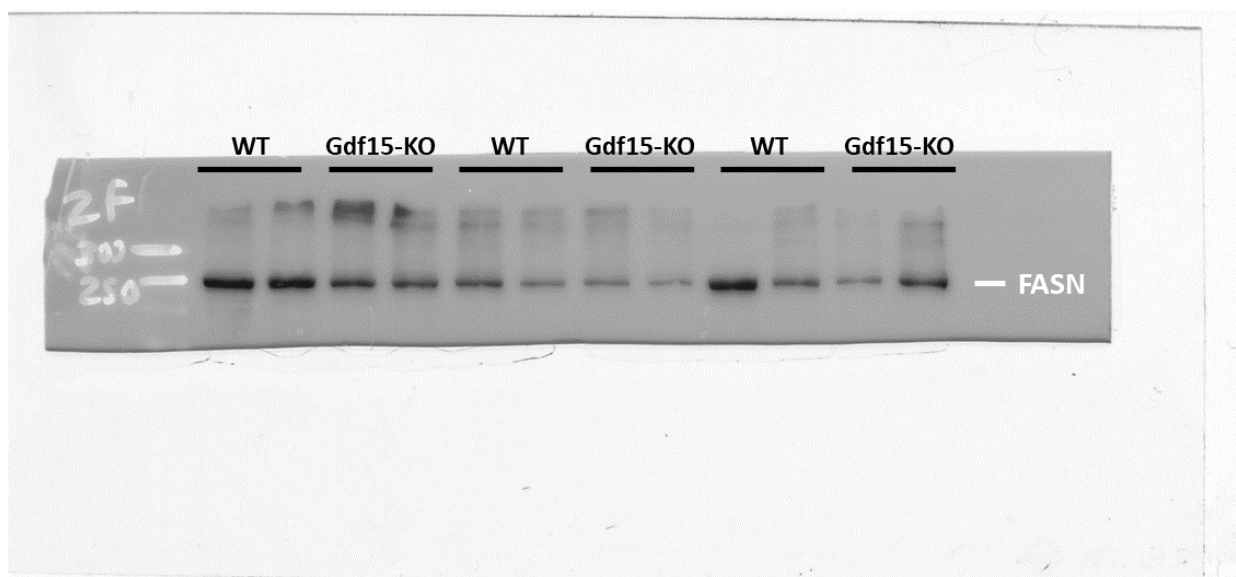

Figure 3e - Representative lanes: 1-4

Original

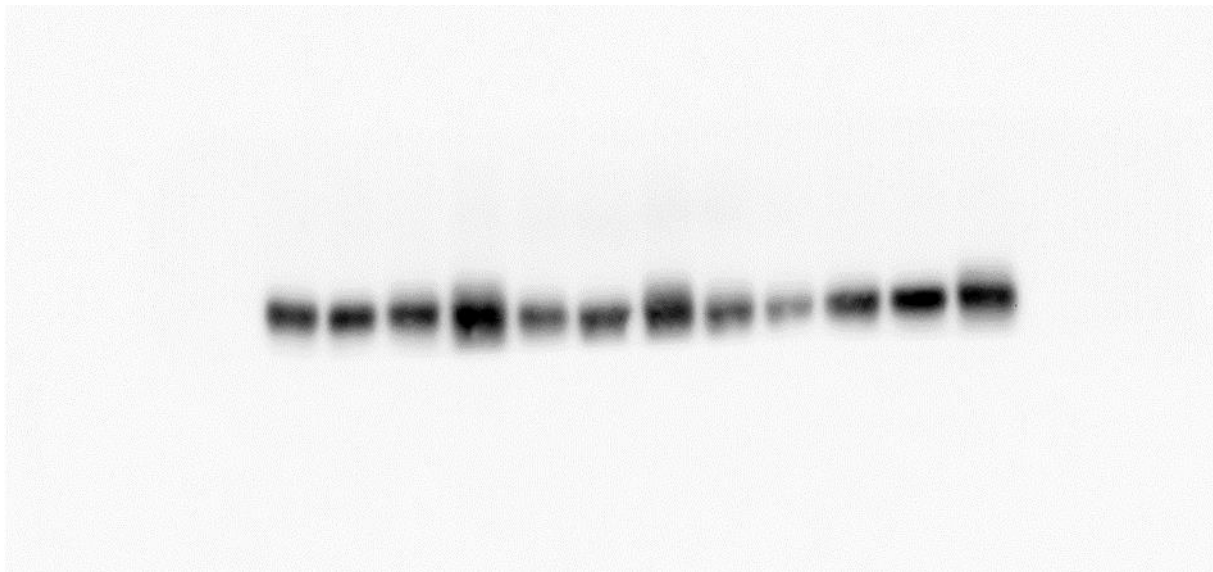

Overlap with marker & labelling

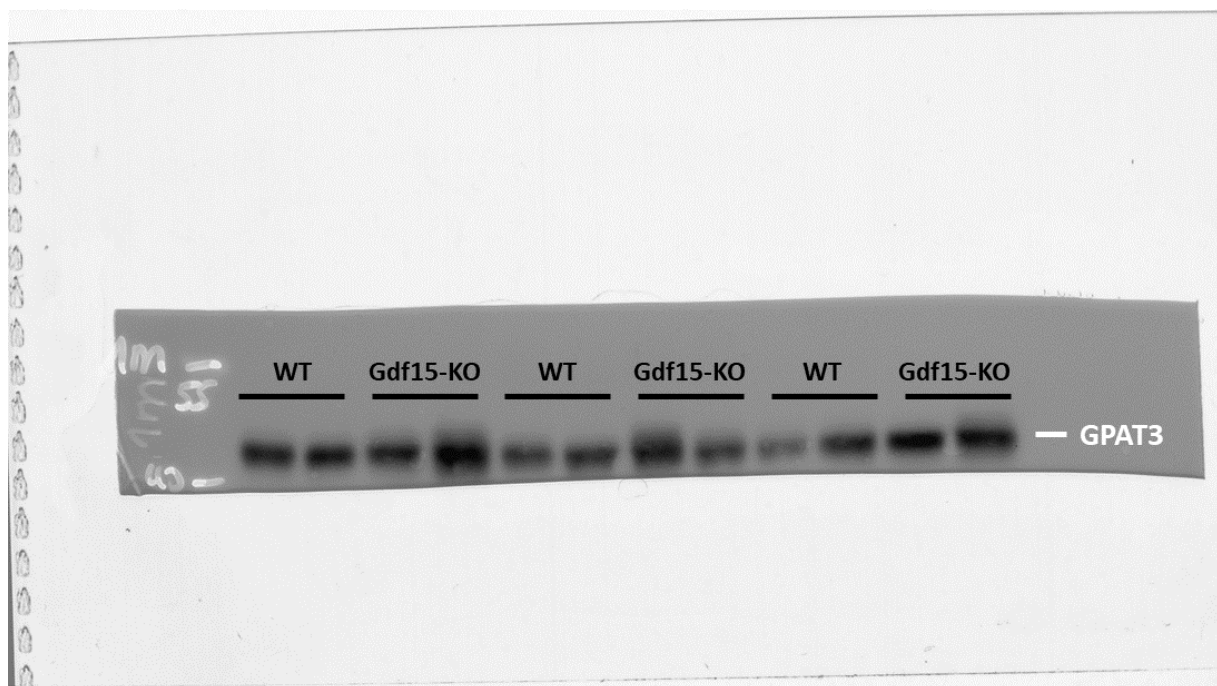

Figure 3h –Representative lanes: 1-4

Original

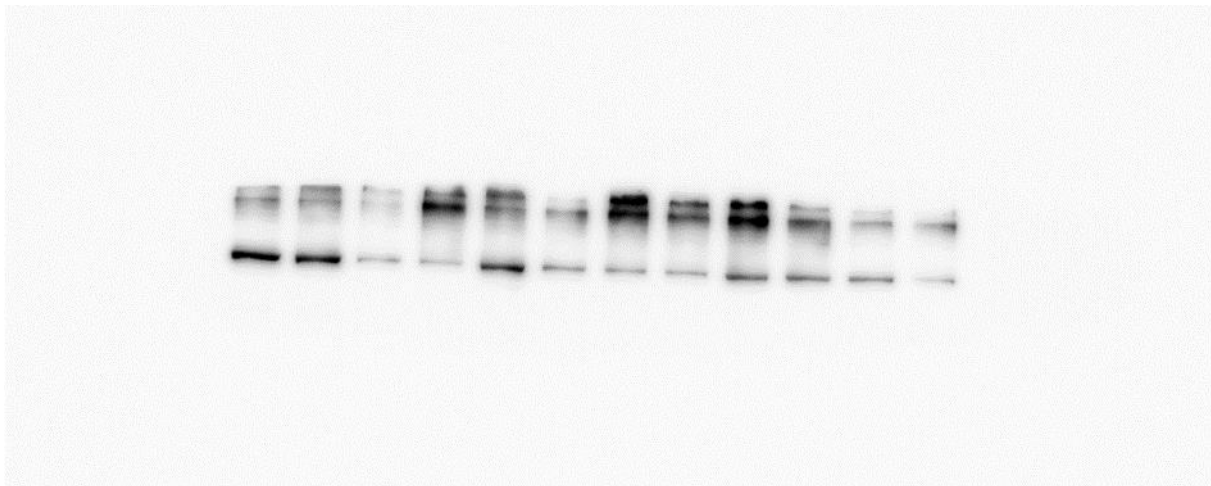

Overlap with marker & labelling

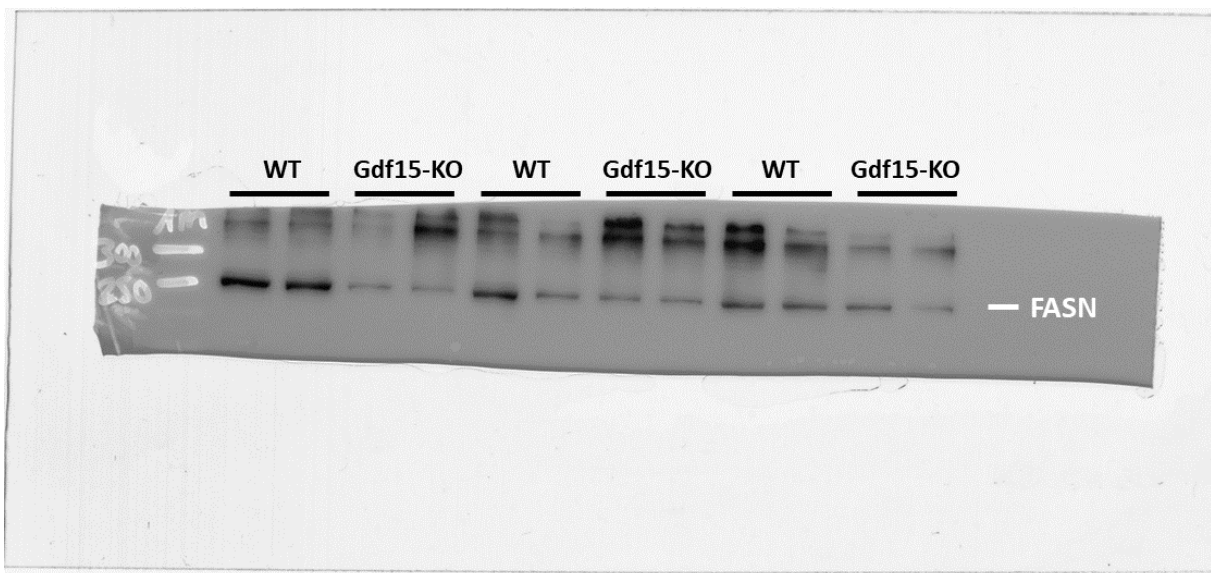

Figure 3n – Representative lanes: 1-4

Original

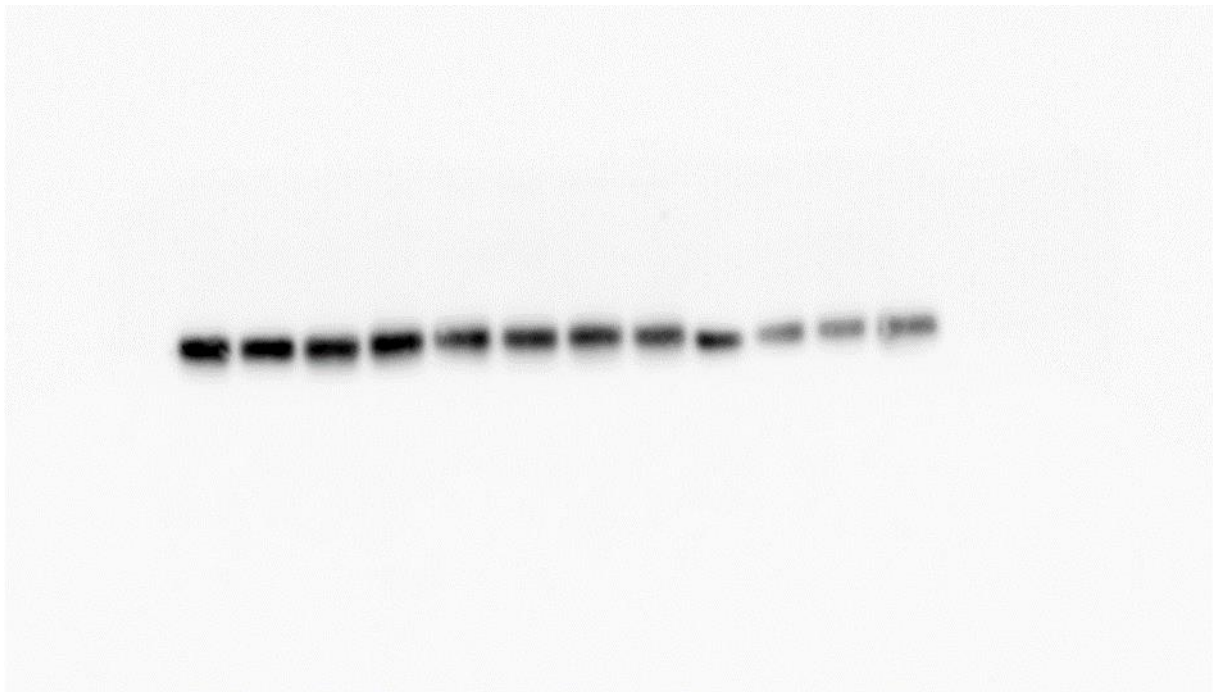

Overlap with marker & labelling

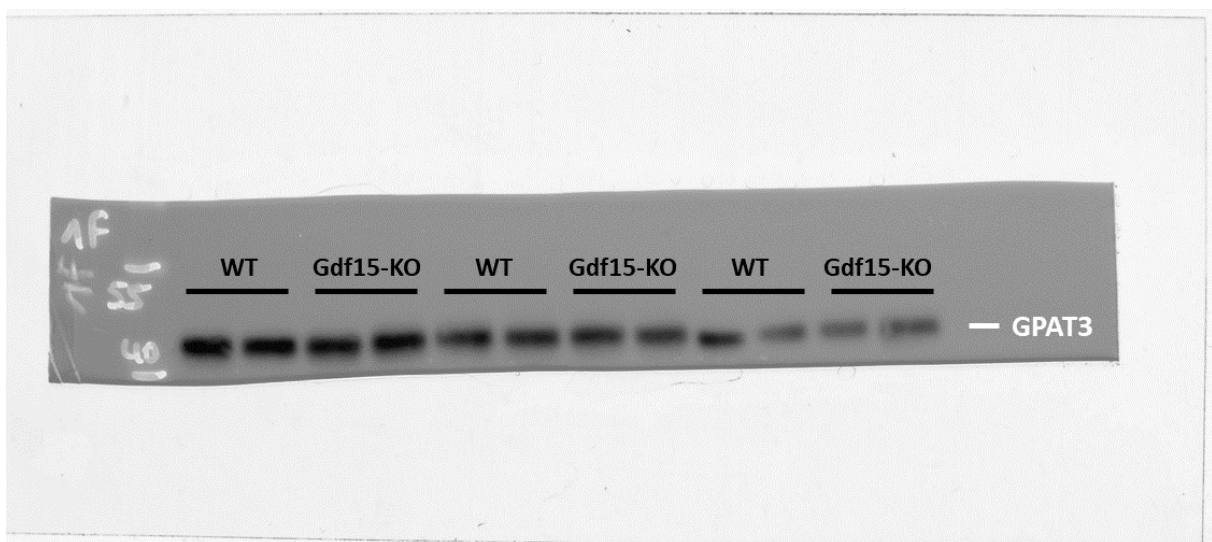

Figure 3q – Representative lanes: 9-12

Original

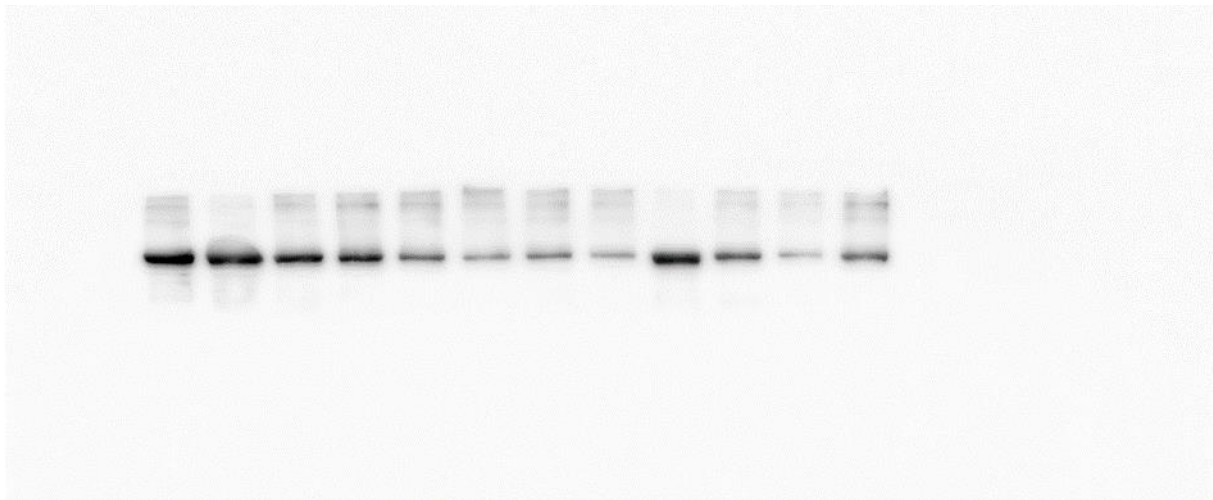

Overlap with marker & labelling

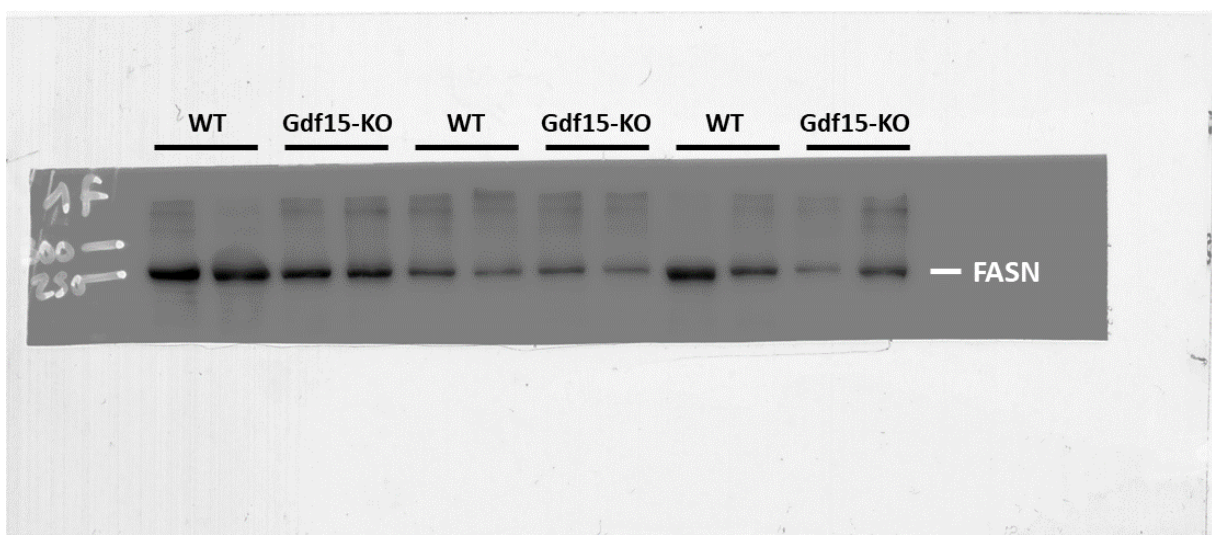

Figure 5g (GPAT3) - Representative lanes: 5-8

Original

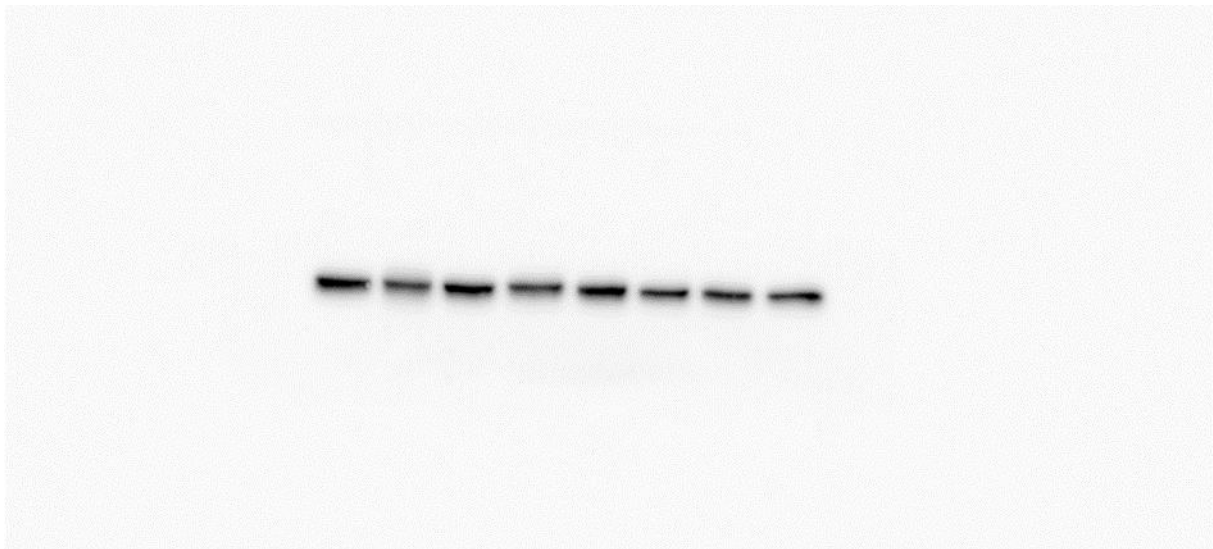

Overlap with marker & labelling

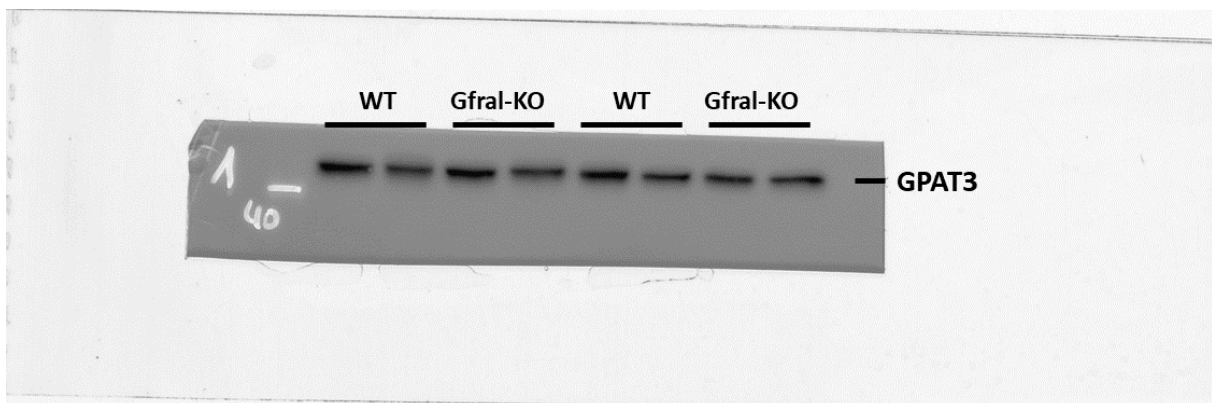

Figure 5g (FASN) – Representative lanes: 5-8

Original

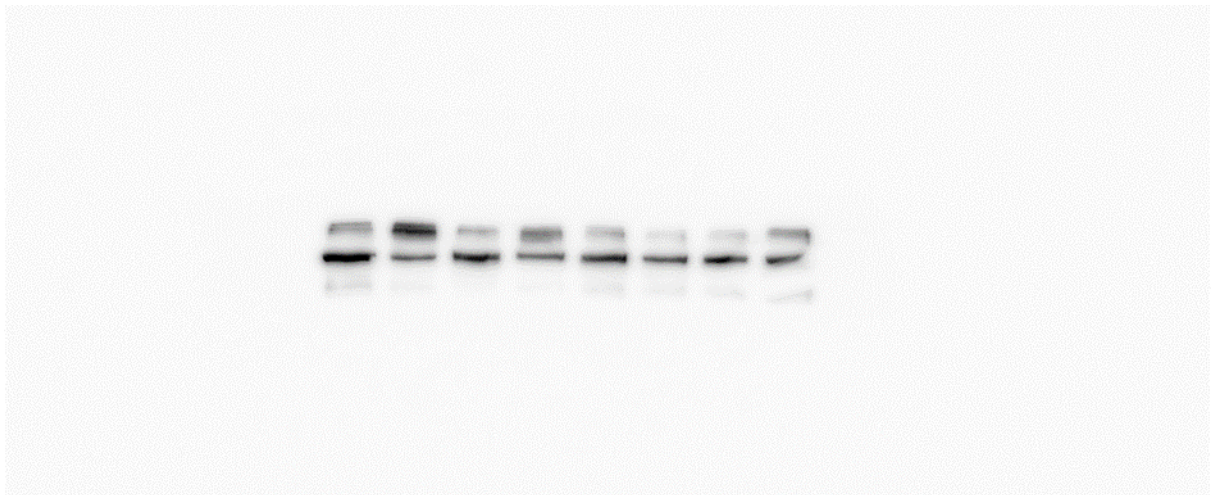

Overlap with marker & labelling

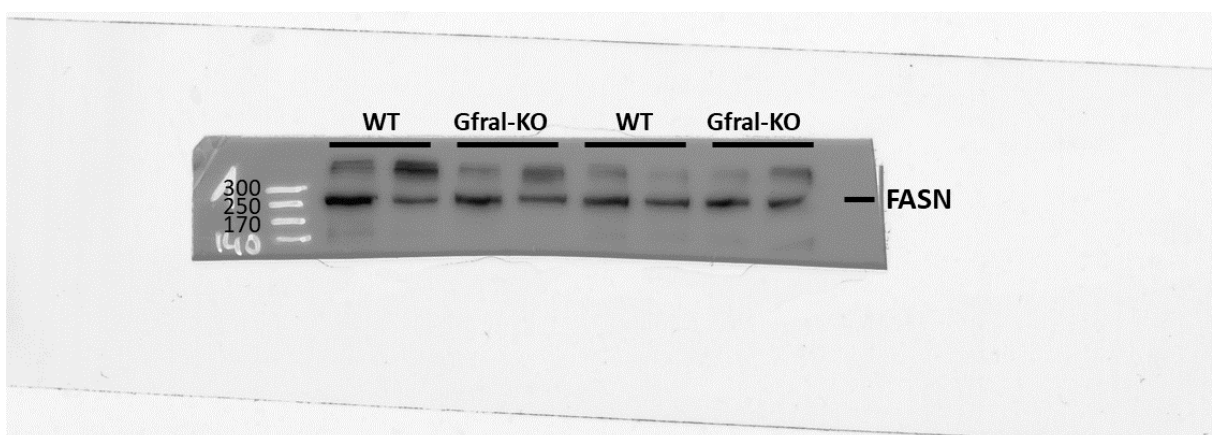

Figure 5p (GPAT3) – Representative lanes: 5-8

Original

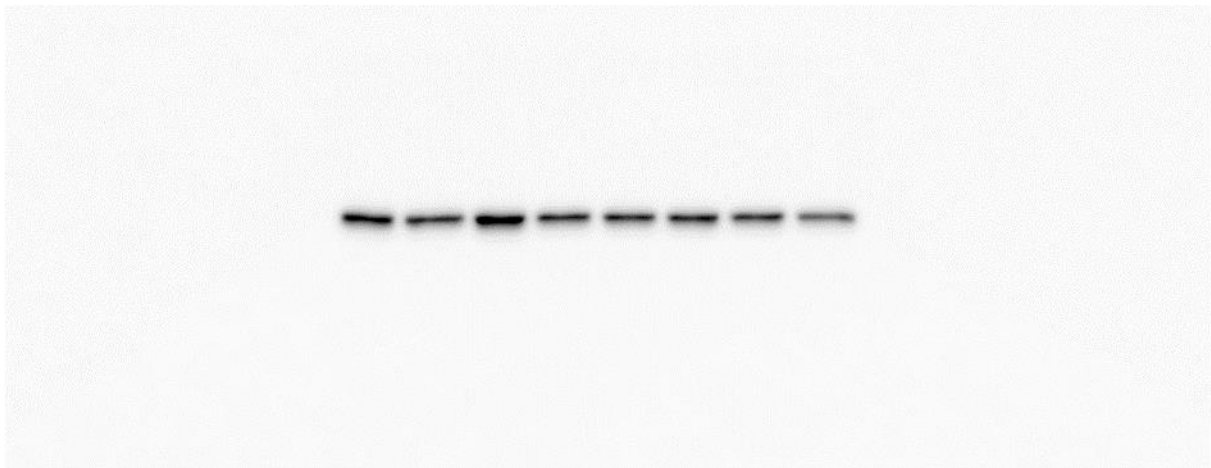

Overlap with marker & labelling

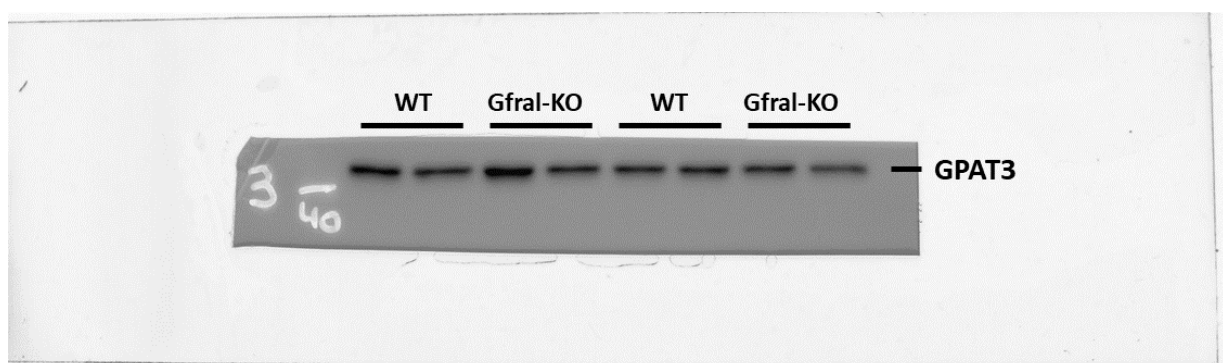

Figure 5p (FASN) - Representative lanes: 5-8

Original

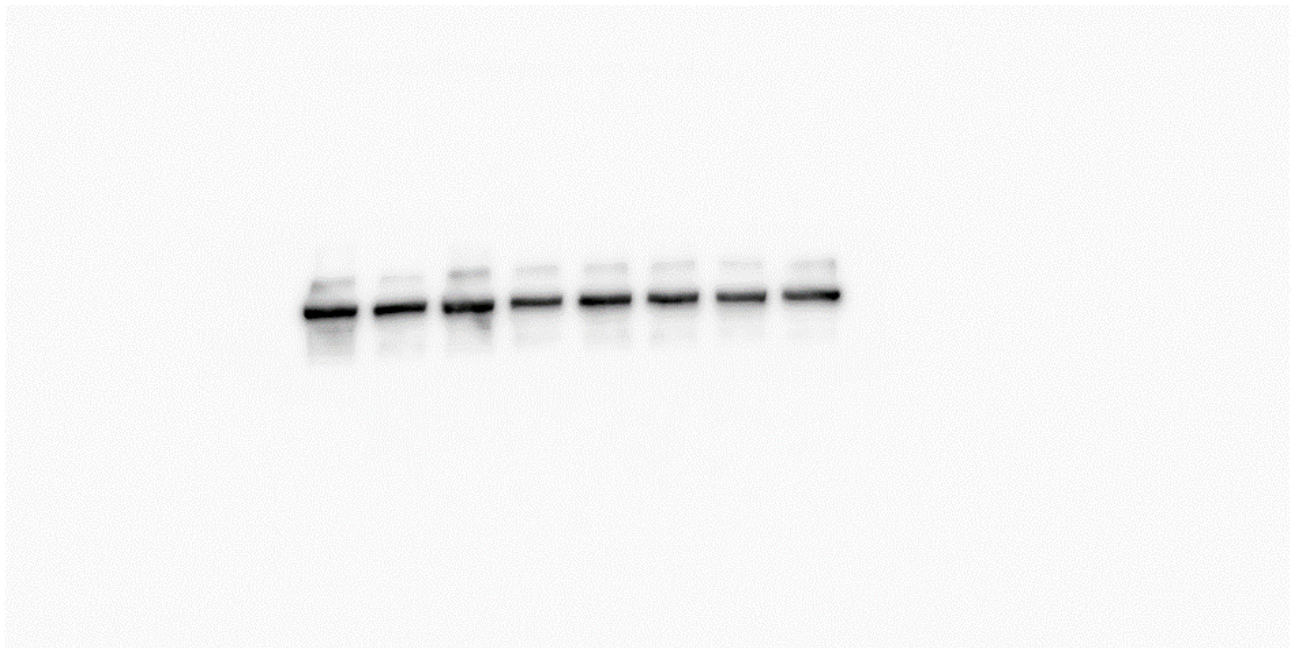

Overlap with marker & labelling

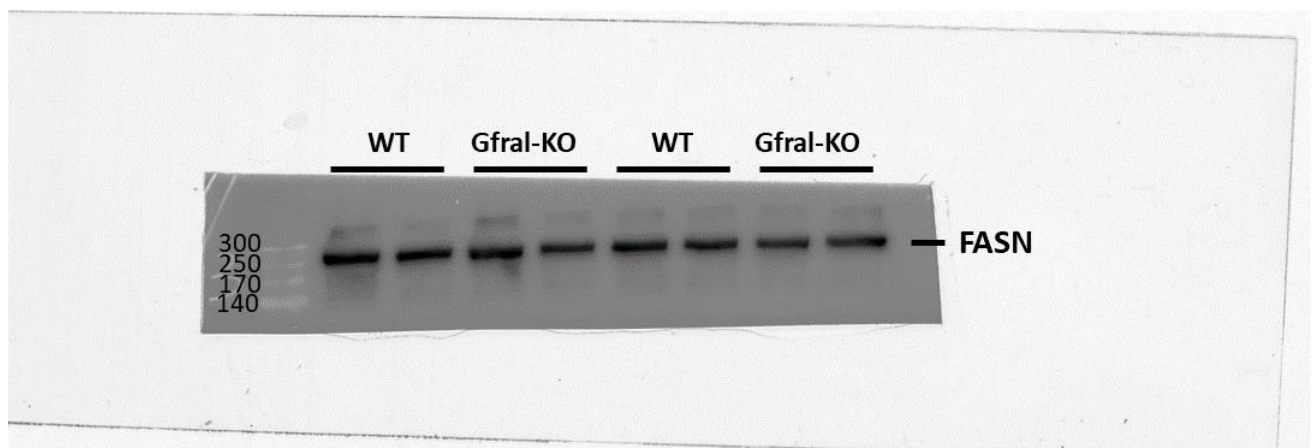

Ponceau staining

Figure 2e, 2h

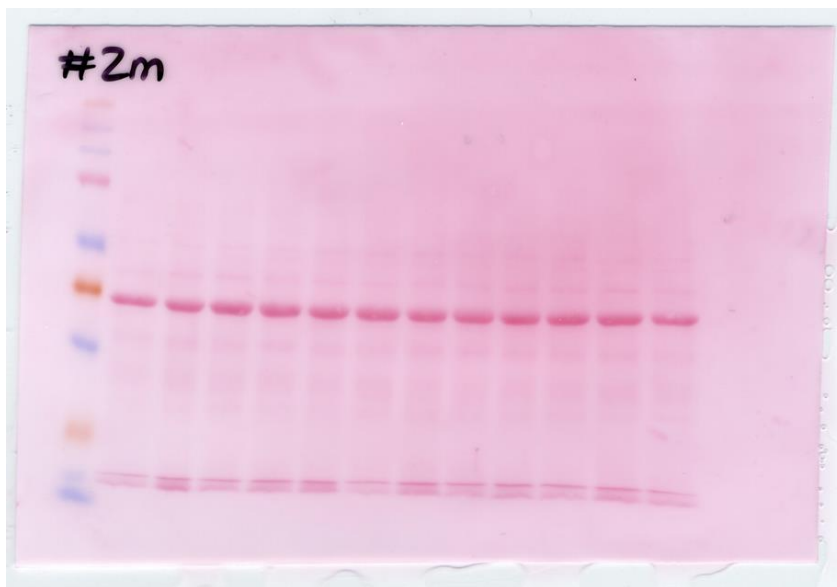

Figure 2n, 2q

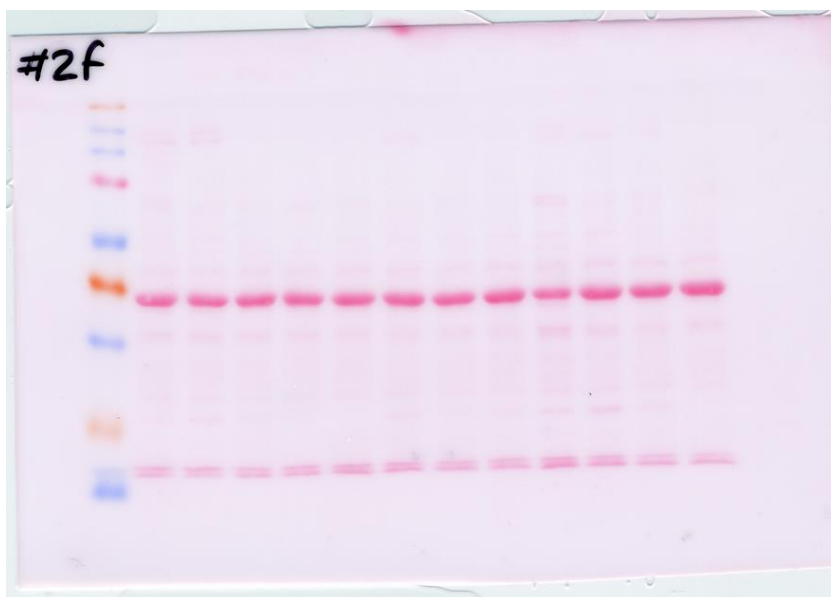

Figure 3e, 3h

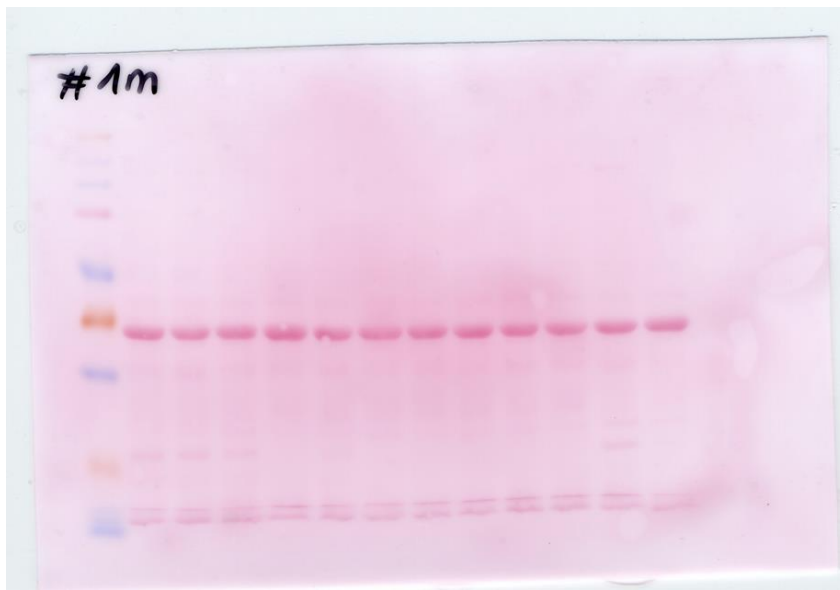

Figure 3n, 3q

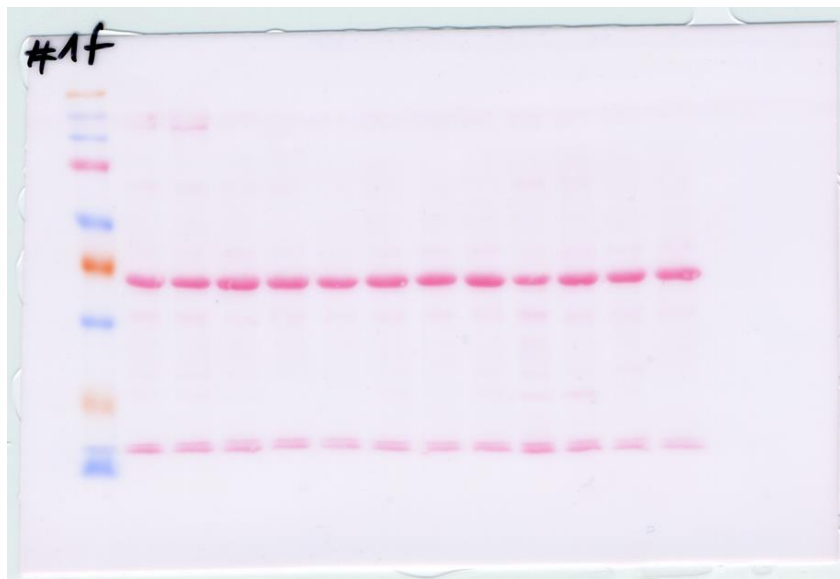

Figure 5g

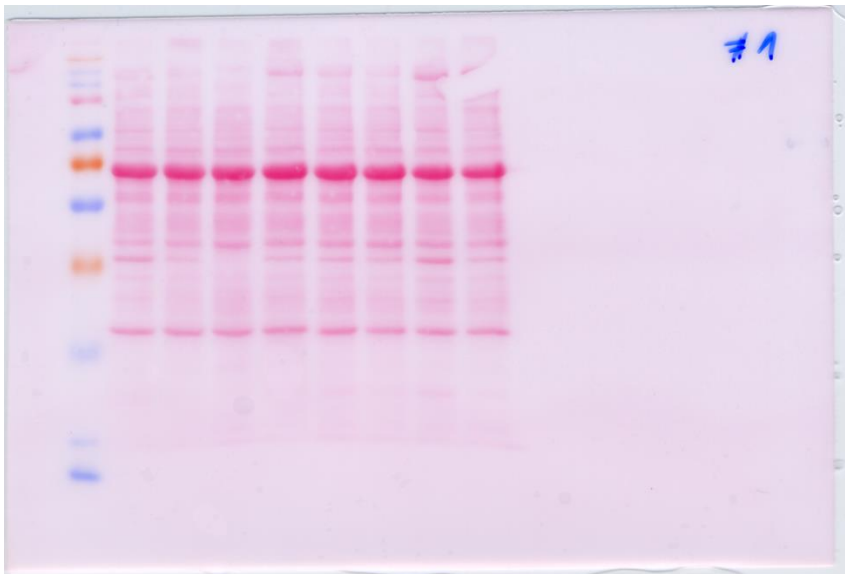

Figure 5p

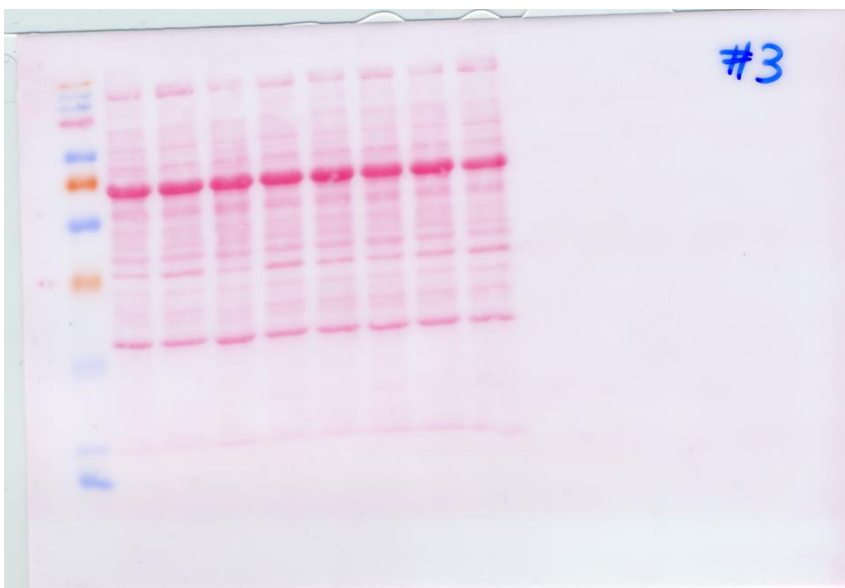

**Supplement:** Supplementary file 1 — Supplementary Material 1

How the deposited data were processed for this re-analysis (not part of the article)

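RNA-Seq of sWAT from 24 mice aged 20 weeks was used, with 6 female WT, 6 female Gdf15-KO, 6 male WT and 6 male Gdf15-KO mice. The authors' reads were adapter trimmed, aligned by BGI with Bowtie2 2.2.5 to GRCm39 and summed per gene by RSEM 1.2.8. The deposited table holds RSEM expected counts, with decimals, for 19175 genes and 24 samples, and no column of values lacked a sample. Reads, base qualities and variant positions were not used here, and neither were the DAVID annotations behind the study's pathway analysis nor the qPCR, western blot and histology of the paper.

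Expected counts were rounded and filtered with filterByExpr by group (minimum count 10, minimum total 15), which left 14982 genes. They were normalized by TMM and fitted in edgeR 4.0.16 (R 4.3.3) with a quasi-likelihood model of one mean per group. The comparisons were Gdf15-KO against WT in females and in males, the difference between these, and females against males. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 from edgeR, with no minimum fold and no covariate. CPM values are TMM-normalized, and log2 CPM was computed with a prior count of 2. The model assumes that the 24 mice are independent. Females and males share replicate numbers in the labels (1 to 6 in WT, 13 to 18 in Gdf15-KO), and neither the labels nor the paper's text says that a number marks a shared litter, day or batch, so the numbers were not taken to pair samples. All samples were kept.

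Gene positions came from the GENCODE mouse release 39 annotation of GRCm39. Of the 19175 genes, 18225 had a position, 18100 by symbol and 125 by another name of the same gene. The share of called genes within 20 Mb of Gdf15 on chromosome 8 was tested with Fisher's exact test against all tested genes. Gene lists were fixed before the data were examined. They were de novo lipogenesis, fatty acid oxidation, triglyceride synthesis, lipolysis and lipid droplets, lipid uptake, cholesterol synthesis, oxidative phosphorylation, TCA cycle, brown and beige adipocyte, adipocyte identity, insulin signalling and glucose uptake, V-ATPase, cell cycle, integrated stress response, inflammatory cytokines and acute phase, circadian clock, immediate early and heat shock genes, and markers of macrophages, B cells, T cells, mammary gland and epithelium, skeletal muscle, endothelium, fibroblasts and preadipocytes, Schwann cells and erythrocytes. The study's 35 lipid genes of supplementary Table 1 were the list chosen by the study. Each list was tested with camera in limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, with fry, and by Fisher's exact test on the called genes, adjusted over the lists. Named genes were the 10 higher and 10 lower called genes with the smallest p and at least 1 CPM in a group, every gene called in both sexes, every gene the paper names for sWAT, and up to 4 members of each list with the smallest p. The genes of Table 1 and their p-values had been seen in the paper before this rule was written. LOC118568312 and the leading genes of the PCA were named after their values were seen where the rule did not take them.

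The share of variance between genotypes and the scores per mouse were tested by exact permutation over all splits of 6 against 6 mice, two-sided. Differences between the sexes were tested by permuting sex labels within genotype. Intervals of score differences come from the same exact permutations. Gdf15 counts carry exact binomial 95% intervals.

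The sum of expected counts per mouse ran from 22543249 to 24500575 in female Gdf15-KO, 23340858 to 23963487 in female WT, 22814595 to 24314177 in male Gdf15-KO and 22521358 to 23855903 in male WT mice. The procedure was tested on simulated data: for genes changed by a log2 fold of 0.5, 1 and 2, edgeR recovered 60.6%, 82.6% and 95.2% in females and 53.4%, 78.0% and 94.7% in males, with 9 false calls of 166 and 7 of 156. The simulated genes varied independently of each other, which genes of the mice do not. Other splits of the real mice gave up to 184 calls in males, so these rates need not hold for the mice. No 2 samples were duplicates of each other.

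The alternatives tried were DESeq2 size factors and upper quartile factors in edgeR, no filter and a filter of 10 counts in every sample, limma-voom, DESeq2 1.42.0 with one fit or each sex alone, each sex alone in edgeR, other thresholds, B cell and mammary marker scores as covariates, leaving out each sample, and leaving out 1 female per group in all 36 ways. The replicate number as a block, windows of 5, 10 and 40 Mb or all of chromosome 8, called genes without the window, normalized counts without a log, the 500 most variable genes, and two-way ANOVA were tried for the results they bear on. Skeletal muscle and T cell scores as covariates, the lipid lists without the study's 35 genes, and DESeq2 and the PCA on 5 of 6 females per group were added after the data were seen. For each result of the edgeR model, 100 distinct splits of the mice into groups of the same sizes, the real one included, were fitted in the same way.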

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

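The tests of an effect of GDF15 wherever genes lie, of reads mapping less well, of the share of adipocytes, of lipogenesis without the study's genes, of the T cell score and of the place of the lower lipid genes were chosen only after the results were seen.

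Among 44 groups of 6 samples looked at for a single outlying sample, 3 had one, where 2.2 would have one by chance. Male Gdf15-KO replicate 17 had 24314177 expected counts in all, and the other 5 mice of its group 22814595 to 23373297. Female WT replicate 4 had a mean log2 CPM of 6.83 for mammary and epithelial markers, and the other 5 from 5.81 to 5.92. Female WT replicate 6 had 0.94 for skeletal muscle markers, and the other 5 from 6.87 to 7.80. Genes the paper does not discuss also changed: 29 genes other than Gdf15 and the study's lipid genes were called within 20 Mb of Gdf15 in either sex.

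The genes changed in both sexes crowd around Gdf15, and a candidate explanation is a segment of 129/SvJ origin that the Gdf15-KO mice carry with the disrupted allele and their WT littermates lack (26 of 26 within 20 Mb, one-sided Fisher's exact p = 2.48e-47). The lower 95% limit of the odds ratio, 424, argues against loss of GDF15 acting on these 26 genes, Gdf15 itself among them, wherever they lie. DESeq2 with each sex alone called 28 genes in both sexes, 26 in the window and 2 not placed in it. The argument does not cover these 2, of which Cidea is 1. That reads of 129/SvJ alleles map less well to the reference, or to a paralog, cannot be told apart from a change in expression for the 23 lower or the 3 higher genes (Zfp868, Armc6 and Ocel1), since reads at variant positions are needed and were not used here. Zfp868 was higher where its neighbour Zfp869 was lower. A local effect of the disrupted allele on its neighbours was not tested and stays open, and the paper's text does not name the strain in which the allele was made.

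De novo lipogenesis and oxidative phosphorylation genes lay lower in Gdf15-KO females (median log2 fold changes -0.58 and -0.30), and a lower share of adipocytes could lower both. Adipocyte markers outside the lipid lists differed by -0.08 with a lower exact 95% limit of -0.345. Lipogenesis differed by a further -0.60 beyond them (exact 95% interval -1.07 to -0.13, exact permutation p = 0.0195, and 0.026 without the study's Table 1 genes). This argues against the share of adipocytes in general as the whole cause for lipogenesis. Brown and beige adipocyte markers and erythrocyte markers differed by as much (-0.74 and -0.68, exact permutation p = 0.0303 and 0.0195). A smaller share of brown and beige adipocytes was not tested as a cause and stays open. What the erythrocyte difference means for lipogenesis was not tested either. For oxidative phosphorylation the same limit of -0.345 lies below the median change and the further difference was -0.22 (-0.53 to 0.06, exact permutation p = 0.119), so the adipocyte share cannot be told apart there. The B cell score differed little between the female groups (0.12) and the T cell difference was not established (median 0.39, camera's adjusted p = 0.000291, but adjusted p = 0.423 with an estimated correlation), and with either score as a covariate 101% and 95% of the median lipogenesis change was kept (96.5% to 104% and 81.9% to 103% without single samples), which argues against more lymph node tissue as the whole cause. As 4.92% of the 61 lower lipid genes lie within 20 Mb of Gdf15, the segment is argued against only as acting on genes that lie in it, and an effect of its genes on lipid genes elsewhere, like an effect of GDF15 itself, was not tested and stays open.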

How the results depend on the processing

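The skeletal muscle and T cell covariates, the lipid lists without the study's genes, and DESeq2 and the PCA on 5 of 6 females were chosen only after the results were seen. The skeletal muscle covariate, other size factors, either filter on low counts and limma-voom gave 27 to 31 genes in females, 28 to 32 in males, 23 to 26 in both and 0 with an interaction (edgeR, 522 at an unadjusted p under 0.05). Of 5093 settings of 71 named genes, 4852 kept direction and side of the threshold, 194 lost their call, 36 gained it and 11 reversed. 11 folds without an adjusted p in DESeq2 were left out. Depth limits Gdf15 and other genes with few counts. The interaction has no separate fit of each sex. Except where fewer samples or genes or another threshold define the setting, the cause was not tested.

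With the B cell score as a covariate edgeR called 2 of the study's lipid genes lower in females and 2 in males, and with the T cell score 1 and 2, with a female odds ratio of 0 and a log2 fold change of Gpat3 in females that reversed (0.035). With the mammary score, in which females and males do not overlap, so that it removes the sex difference by construction, it gave 16 genes between the sexes, 2 study genes lower in females, an odds ratio of lipid lists among female calls of 8.17 and 0 study genes with an interaction (edgeR, unadjusted p under 0.05, 1 without the covariate). DESeq2 in one fit called 89 genes in females and 53 in males, 9 study genes in females, odds ratio 8.90. With each sex alone it called 197 and 59 genes, 14 and 5 study genes, odds ratios 7.78 and 12.0, and at padj under 0.1 380 and 70 genes, odds ratios 5.77 and 12.8. edgeR with each sex alone called 18 genes in females, 13 in both sexes, 0 study genes in females (29 at an unadjusted p in the joint fit, 14 by DESeq2), odds ratio 0. At an adjusted p under 0.1 the female odds ratio was 8.43. At an unadjusted p under 0.05 there were 1633 genes in females, 820 in males, 191 in both and 522 with an interaction, odds ratios 10.5 and 3.82, and under 0.01 448, 206, 55 and 82, odds ratios 8.78 and 3.41. With a log2 fold of at least 1 as well, 10, 8 and 8 were called and 1079 between the sexes, male odds ratio 0. Without the genes placed in the window 1, 1 and 0 were called by edgeR in females, males and both. The 1 in males, LOC118568312, has no position and may or may not lie in the window. Samples of a female and a male with the same replicate number deviated from their group means with a correlation across genes over 0.1 in 9 of 12 pairs (-0.56 to 0.396), and in 4 of 12 the same number gave the best correlation, so the numbers do not pair all samples. With the replicate block the interaction gave 0 genes in edgeR and 2 of the study's genes, as did a two-way ANOVA (2), and sex 6684. Lists called were 0 in females and 0 in males with an estimated correlation, and 3 and 0 by fry.

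Genotype's share of variance without the log was 35.0% in females (exact permutation p = 0.0368) and 22.3% in males (p = 0.0584), a difference of 12.7, and over 500 genes the difference reversed to -1.51. The difference in the number of changed genes reversed at an unadjusted p (1030). With 5 of 6 females per group, edgeR gave 18 to 46 genes in females, at least 15 in both, 0 to 5 study genes in females, as few as 0 in males, odds ratios of 0 to 16.2 in females and from 0 in males, and 0 to 7 study genes with an interaction. DESeq2 on these gave up to 699 genes.

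Leave-one-out ranges were 22 to 30 genes in females, 25 to 36 in males, 17 to 26 in both (17 without male WT replicate 5, male Gdf15-KO replicate 13 or 16), 6297 to 6916 between the sexes and 0 to 0 for the interaction in edgeR. Study genes lower ran from 0 to 3 in females (3 without female WT replicate 4) and 0 to 2 in males (2 without male WT replicate 4), and with an interaction 0 to 3 (3 without male Gdf15-KO replicate 16 or 18). Odds ratios ran from 0 to 9.66 in females and 0 to 7.96 in males, lists called from 13 to 15 and 9 to 14. Called genes near Gdf15 were 95.8% to 100% in both sexes, 86.7% to 100% in females and 80.6% to 96.4% in males. The share of variance ran from 7.09% to 12.9% in females and 5.89% to 11.3% in males, its difference from -3.38 (without male WT replicate 4) to 6.30, and the difference in number from -17 to 6. Log2 fold changes that reversed were Angptl8 in females (-0.93 to 0.092, the highest without female WT replicate 2) and in males Gm2a (-0.068 to 0.02, without WT replicate 4), Pla2g12a (-0.169 to 0.013, above 0 without WT replicate 5 and Gdf15-KO replicates 16 and 18), Plaat3 (-0.131 to 0.001, without Gdf15-KO replicate 14), and Dgat2 (-0.183 to 0.016) and Cpt2 (-0.106 to 0.024), above 0 without Gdf15-KO replicates 16 and 18.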

Differences from the paper's values

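DESeq2 and the PCA on 5 of 6 females per group and the T cell score as a covariate were chosen only after the values were seen.

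The paper's number of differentially expressed genes is 233 in females, and edgeR gave 29 here. The paper's text states no threshold for its count. Of the alternatives fixed before the data were examined, DESeq2 with each sex alone fell within 1.5 times the paper's count (197), and the others did not, among them DESeq2 in one fit (89) and DESeq2 with each sex alone at padj under 0.1 (380). DESeq2 on 5 of 6 females per group, which was chosen after seeing the values, gave 34 to 699 genes over the 36 ways (median 122), with at least 233 in 11 ways and exactly 233 in 0, and it called 1 to 33 of the study's 35 lipid genes.

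In males the paper's number is 59, and edgeR gave 30. DESeq2 in one fit (53), DESeq2 with each sex alone (59, the paper's number) and the same at padj under 0.1 (70) came within 1.5 times, and the other alternatives did not.

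Fig. 4d, read by eye, holds about 32 lipid genes significant in females and about 6 in males, and edgeR called 1 and 1 over all genes. For females none of the alternatives fixed for this count before the data were examined came within 1.5 times. DESeq2 on 5 of 6 females per group, which was chosen after seeing the values, called 1 to 33 of the 35 over the 36 ways and so drops at least 2 of them. Other counts above 1 came from DESeq2 with each sex alone (14), DESeq2 in one fit (9), up to 5 with 5 of 6 females per group in edgeR, 3 without female WT replicate 4, and 2 with the B cell or mammary score. For males DESeq2 with each sex alone came within it (5), and the B cell score, the T cell score (chosen after seeing the values) and leaving out male WT replicate 4 gave 2 each. With weaker thresholds, which were not among them, edgeR came within 1.5 times in both sexes: 26 in females and 6 in males when adjusted over the list alone, and 29 and 8 at an unadjusted p under 0.05.

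The first component of the PCA held about 29% of the variance of all samples and about 56% of that of females in Fig. S2, read by eye, against 56.7% and 33.6% here on log2 CPM. Fig. S2 shows 5 samples per female group, and these values rest on 6. With 5 of 6 females per group, in all 36 ways, they were 55.4% to 58.9% and 29.1% to 46.6%. Without the log they were 65.9% and 86.2% (60.3% to 68.3% and 82.7% to 90.5% with 5 of 6), which also differ, and the paper's text names no scale for the PCA.

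The paper states that females are more affected than males. Here the counts were 29 and 30 by edgeR, but 28 and 29 of these genes lie within 20 Mb of Gdf15. These counts therefore say little about a difference between the sexes elsewhere in the genome. The difference in number was permuted in a limma-trend model alone, which called 21 and 31 genes at an adjusted p under 0.05 (permutation p = 0.57) and 1743 and 713 at an unadjusted one (permutation p = 0.44). Other regroupings gave differences of up to 1358 and 3651 genes, so this permutation could miss even a large difference between the sexes. DESeq2 with each sex alone gave more genes in females than in males (197 and 59), also among those not placed within 20 Mb of Gdf15 (157 and 20). DESeq2 in one fit (89 and 53) and edgeR at an unadjusted p under 0.05 (1633 and 820) did so too. These differences were not permuted. The paper also states a larger separation of the genotypes in females, for which the difference in genotype's share of variance was 1.31 percentage points on log2 CPM (permutation p = 0.815). Without the log the shares were 35.0% and 22.3%, a difference of 12.7 in the paper's direction (permutation p = 0.593). Over the 500 most variable genes it was -1.51, and leaving out single samples gave -3.38 (without male WT replicate 4) to 6.30 (without female WT replicate 6). It names lipid metabolism as the most affected in both sexes, from pathway terms among its differentially expressed genes. Camera instead ranked fixed lists, markers of cell types among them, over all tested genes. Of the 26 lists not chosen by the study, it gave the smallest adjusted p in females to oxidative phosphorylation (1.98e-20, lipogenesis 5.64e-17). In males it gave the smallest to mammary and epithelial markers (adjusted p = 1.07e-10, lipogenesis 5.39e-08). With an estimated correlation lipogenesis came first of these lists in females (adjusted p = 0.106, oxidative phosphorylation 0.177), as it did by fry (adjusted p = 0.0272 and 0.0533), so the female order depends on the test. In males the mammary list stayed first (adjusted p = 0.228 with an estimated correlation). Its genes are near the detection limit in males, and its mean per mouse did not pass there (exact permutation p = 0.0909). The paper's text states that none of the lipid genes had an interaction of sex and genotype. Its own Table 1 marks 1 gene, Gm2a, which here had an unadjusted interaction p of 0.0367 from edgeR. By two-way ANOVA 2 genes were under 0.05 here.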

Other observations

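The tests of single list scores and the count of splits for the study's interaction were chosen only after the results were seen.

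In Gdf15-KO females the red blood cell genes lay lower: all 5 fell when adjusted over the list alone, among them the globin gene Hbb-bt (log2 fold change -0.91, adjusted p = 0.00403 over the list from edgeR) and Alas2, the first enzyme of heme synthesis in erythroid cells (-0.62, adjusted p = 0.00716). The globin paralogs share reads. Camera gave adjusted p = 2.57e-07 in females (adjusted p = 0.173 with an estimated correlation) and 0.942 in males, where the median was -0.02. Brown and beige adipocyte genes had medians of -0.56 in females and -0.67 in males, with Cidea and the elongase Elovl3 (-2.09 in females, adjusted p = 0.0274 over the list from edgeR) among those that fell. In females 3 and in males 1 of 12 passed when adjusted over the list alone, and camera gave adjusted p = 5.33e-05 and 2.18e-06 (adjusted p = 0.177 and 0.3 with an estimated correlation). Genes of the V-ATPase, which acidifies lysosomes, had a median of -0.15 in females, where 14 of 15 were negative and 2 passed when adjusted over the list alone (camera adjusted p = 4.68e-08, adjusted p = 0.177 with an estimated correlation). In males the median was 0.01 and 1 passed. Atp6v1b2, lower in both sexes, lies near Gdf15.

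In Gdf15-KO males 3 immediate early genes rose when adjusted over the list alone: Fos (log2 fold change 1.28), Fosb (1.07) and Egr1 (1.04). Over all genes edgeR called 0 of the list higher in males, while DESeq2 on males alone called Fos (adjusted p = 0.0457) and Egr1 (adjusted p = 3.94e-06). All 6 Gdf15-KO males lay above the WT mean of the immediate early and heat shock list (difference 0.28, exact permutation p = 0.0455, adjusted p = 0.307), and it differed by -0.13 in females (exact permutation p = 0.416). Mammary and epithelial markers had a median of -2.13 in males, with 5 of 12 lower when adjusted over the list alone (camera adjusted p = 1.07e-10, adjusted p = 0.228 with an estimated correlation), and -0.28 in females (adjusted p = 0.155). These genes are near the detection limit in males: the mean log2 CPM of WT males ran from -1.82 to 0.24, and of Gdf15-KO males from -2.30 to -1.22. T cell markers had medians of 0.39 in females and 0.26 in males (camera adjusted p = 0.000291 and 0.0252, adjusted p = 0.423 and 0.87 with an estimated correlation), and 0 of 10 passed in edgeR when adjusted over the list alone in either sex (0 at an unadjusted p under 0.05). Camera called none of the lists of insulin signalling, cell cycle, integrated stress response, inflammatory cytokines, circadian clock and markers of macrophages, B cells, skeletal muscle, endothelium, fibroblasts and Schwann cells in either sex (smallest adjusted p = 0.0507, circadian clock in females), nor the immediate early genes in males (adjusted p = 0.0769) or adipocyte identity in females (adjusted p = 0.0629) and males (0.942).

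The paper measured 5 lipogenic and re-esterification genes by qPCR in sWAT. Its Acc was taken here as Acaca, while Acacb (log2 fold changes -0.85 in females and -0.53 in males) also encodes an acetyl-CoA carboxylase. For the 5 genes the RNA-Seq log2 fold changes were -0.93 in females and -0.60 in males for Acly, -0.72 and -0.48 for Acaca, -0.72 and -0.50 for Fasn, -0.49 and -0.06 for Dgat2 and -0.08 and 0.08 for Gpat3. Over all genes none of the 5 passed in edgeR (smallest adjusted p = 0.37, Acly in females). Adjusted over the list alone, Acly (0.0343), Acaca (0.0365) and Fasn (0.0365) fell in females, Dgat2 (0.0848) and Gpat3 (0.703) did not pass, and none of the 5 passed in males (0.25 or more). Fasn was at 25950 ± 9200 CPM in WT and 15750 ± 8397 CPM in Gdf15-KO females (SD, n = 6 each).

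Of 100 distinct splits of the mice, the real one included, chance can be excluded for the 26 genes in both sexes (highest other split 0, splits with as many, 1) and for the 6625 between the sexes (highest other 460, 1 split). For the 29 genes in females the real split alone gave as many (1 of 100, highest other 10). An earlier draw, described below, held a split with 65, so chance is made unlikely for them but not excluded. The study's 1 gene lower in females and 1 in males came with a highest other of 0 each (1 split). The study chose this list on the real genotypes, so these splits cannot decide on chance. Both counts fell to 0 on leaving out some single mice (0 to 3 in females, 0 to 2 in males). For the 30 genes in males 3 of 100 splits gave as many (highest other 184), but this is no clean exclusion. An earlier draw of 100, replaced because splits recurred in it (89 distinct in males and 92 in females), gave 5 of 100 in males (highest other 409) and 2 of 100 in females (highest other 65), and its first 80 splits gave 4 and 2. What gave some splits several times the real count was not tested. For the 0 genes with an interaction in edgeR (522 at an unadjusted p under 0.05) the splits say nothing about chance, since each of the 100 gives at least 0 genes (highest other 216). Chance could not be excluded for the 13 lists called in females and 10 in males (39 and 56 of 100 splits, highest other 20 and 18), or the study's 1 gene with an interaction (55 of 100, highest other 22).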
